# Thymic epithelial organoids mediate T-cell development

**DOI:** 10.1242/dev.202853

**Published:** 2024-09-03

**Authors:** Tania Hübscher, L. Francisco Lorenzo-Martín, Thomas Barthlott, Lucie Tillard, Jakob J. Langer, Paul Rouse, C. Clare Blackburn, Georg Holländer, Matthias P. Lutolf

**Keywords:** Thymus, Organoids, Thymic epithelial cells, Thymopoiesis, Mouse, T cells

## Abstract

Although the advent of organoids has opened unprecedented perspectives for basic and translational research, immune system-related organoids remain largely underdeveloped. Here, we established organoids from the thymus, the lymphoid organ responsible for T-cell development. We identified conditions enabling mouse thymic epithelial progenitor cell proliferation and development into organoids with diverse cell populations and transcriptional profiles resembling *in vivo* thymic epithelial cells (TECs) more closely than traditional TEC cultures. In contrast to these two-dimensional cultures, thymic epithelial organoids maintained thymus functionality *in vitro* and mediated physiological T-cell development upon reaggregation with T-cell progenitors. The reaggregates showed *in vivo*-like epithelial diversity and the ability to attract T-cell progenitors. Thymic epithelial organoids are the first organoids originating from the stromal compartment of a lymphoid organ. They provide new opportunities to study TEC biology and T-cell development *in vitro*, paving the way for future thymic regeneration strategies in ageing or acute injuries.

## INTRODUCTION

Over the past two decades, organoids have revolutionized the field of stem cell biology. Recapitulating key elements of the architecture, multicellularity or function of their native organs on a smaller scale (Rossi et al., 2018), organoids have opened up unprecedented opportunities for personalized medicine. These three-dimensional (3D) structures derived from stem or progenitor cells have been established from a wide variety of organs, particularly of the endodermal lineage (Rossi et al., 2018). However, despite the availability of organotypic cultures [e.g. tissue explants (Anderson and Jenkinson, 1998; Owen and Ritter, 1969) and reaggregates (Giger et al., 2022; Jenkinson et al., 1992; Wagar et al., 2021)] and engineering methods (Kim et al., 2019) [e.g. scaffolds (Asnaghi et al., 2021; Bourgine et al., 2018; Campinoti et al., 2020; Fan et al., 2015; Hun et al., 2016; Poznansky et al., 2000; Purwada and Singh, 2017) and organ-on-a-chip (Goyal et al., 2022)], bona fide immune system-related organoids are considerably underdeveloped. Modelling lymphoid organs is indeed particularly challenging, largely owing to the intricate crosstalk between the immune cells and stromal cells required for organ development and function (Anderson and Jenkinson, 1998).

One essential organ for adaptive immunity is the thymus as it functions as the site of T-cell development (thymopoiesis). In the thymus, T-cell progenitors undergo lineage commitment and various selection processes to ensure the formation of a diverse, functional and self-tolerant T-cell repertoire, essential for effective immune protection. The instruction of the developing T cells (termed thymocytes) is mostly mediated by thymic epithelial cells (TECs). These stromal cells originate from the pharyngeal endoderm and can be subdivided into cortical and medullary lineages, which mediate successive stages of T-cell development.

The essential thymopoietic ability of TECs is, however, mostly lost *in vitro*, as traditional two-dimensional (2D) cultures fail to maintain their functionality (Anderson and Jenkinson, 1998; Anderson et al., 1998; Mohtashami and Zúñiga-Pflücker, 2006). Alternative approaches employing OP9 or MS5 cell lines have been developed to circumvent this limitation and study T-cell development *in vitro* (Montel-Hagen et al., 2020; Seet et al., 2017), but the absence of TECs still prevents physiological modelling of T-cell selection processes. Other efforts focused on obtaining TECs from pluripotent stem cells (Lai and Jin, 2009; Parent et al., 2013; Ramos et al., 2022; Sun et al., 2013) or through direct reprogramming (Bredenkamp et al., 2014), but these cells largely rely on *in vivo* grafting to reveal thymopoietic functionality. It has also been shown that TECs can form colonies in Matrigel, but these cultures still require feeder cells and their functionality has not been demonstrated (Lepletier et al., 2019; Meireles et al., 2017; Wong et al., 2014). Finally, although TEC functionality is preserved in (reaggregate) thymic organ cultures, these 3D organotypic cultures contain different cell types. Therefore, to date, no conditions allow the expansion of functional TECs independently, highlighting the need for more advanced culture methods. Besides its significance for fundamental research, the possibility of recapitulating thymus function *in vitro*, including TEC-specific selection mechanisms, holds translational potential in terms of thymus regeneration in ageing or acute injuries.

Because organoids have been shown to have improved physiological relevance over standard culture methods for other epithelial cells (Hofer and Lutolf, 2021), we aimed at applying a similar approach to TECs. In light of what has been achieved for other endoderm-derived epithelia, we postulated that TECs could be grown independently of other cell types as 3D organoids in an extracellular matrix-based hydrogel. We identified culture conditions allowing mouse TECs to form organoids mirroring to some extent the native tissue, and proved their functionality through their ability to mediate T-cell development upon reaggregation with T-cell progenitors. This work establishes thymic epithelial organoids with *in vitro* thymopoietic ability. Thymic epithelial organoids are the first demonstration of organoids originating from the stromal compartment of a lymphoid organ.

## RESULTS

### Thymic epithelial cells grow and maintain marker expression in defined organoid culture conditions

To establish thymic epithelial organoids, we followed the approach used for other endodermal organs, which included dissociating the tissue, sorting the cells of interest, and seeding them in a basement membrane-rich hydrogel (Matrigel) (Fig. 1A, Fig. S1A). Because organoids mostly develop from stem or progenitor cells, we focused on the embryonic thymus owing to its higher abundance of thymic epithelial progenitor cells compared with the adult organ (Baran-Gale et al., 2020; Kadouri et al., 2020). Although previous attempts to culture TECs often used serum-containing medium (Bonfanti et al., 2010; Campinoti et al., 2020; Wong et al., 2014), we opted for defined organoid basal medium and investigated factors that could promote TEC growth. We hypothesized that mesenchyme-derived factors shown to influence TEC populations (Alawam et al., 2020; Boehm and Swann, 2013; Chaudhry et al., 2016; James et al., 2021) could also be important for TEC growth in organoid cultures. Among these factors, we found FGF7 of particular interest, as it has recently been shown to sustain the expansion of thymic microenvironments without exhausting the epithelial progenitor pools *in vivo* (Nusser et al., 2022). Using embryonic day (E) 16.5 embryonic thymi, we demonstrated that, although sorted TECs failed to grow in organoid basal medium, adding FGF7 to the culture supported organoid formation (Fig. 1B,C). Of note, our culture conditions also permitted organoid growth from neonatal [postnatal day (P) 0] TECs (Fig. S1B), but not from adult TECs.

**Fig. 1.**
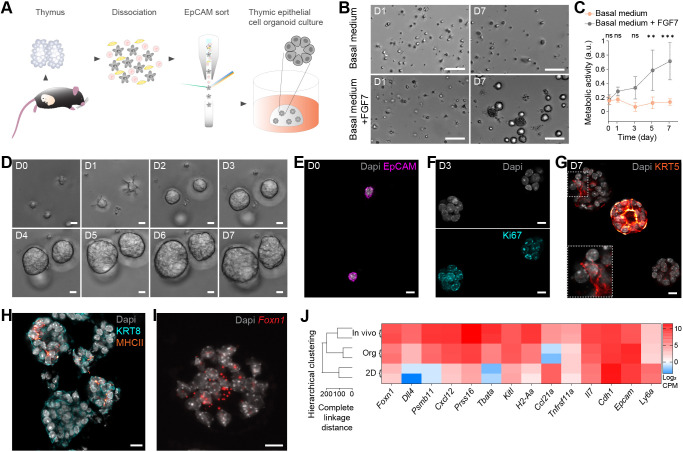
**Thymic epithelial cells grow and maintain marker expression in defined organoid culture conditions.** (A) Workflow to generate thymic epithelial organoids. (B) Brightfield images of thymic epithelial organoids 1 (D1) and 7 (D7) day(s) after seeding, in organoid basal medium supplemented or not with FGF7. (C) Metabolic activity (resazurin assay) of organoids cultured in the same conditions as in B. **P=0.0047, ***P=0.0005; ns, non significant (*P*<0.05) (two-way ANOVA with Šidák multiple comparison test; *n*=15 per condition, from 3 mice). Data represent mean±s.d. a.u., arbitrary units. (D) Brightfield images of sorted TECs from single cells to multicellular organoids over one week. (E-H) Immunofluorescence staining. (E) EpCAM-positive (magenta) TECs immediately after seeding (D0). (F) Proliferative D3 organoids (Ki67; cyan). (G) D7 organoids contain different cell populations, here with medullary cells (KRT5; red) present in various patterns. Inset shows the boxed area at higher magnification. (H) MHCII expression (orange) in D7 organoids co-stained with KRT8 (cyan). Nuclei are stained with DAPI (grey). (I) RNAscope for *Foxn1* in a D7 organoid. Nuclei are counterstained using Spectral DAPI (grey). (J) Gene expression profiling. Left: Dendrogram showing the clustering of thymic epithelial organoids (Org) with freshly extracted TECs (In vivo) and not with TECs cultured in 2D (2D). Right: Heatmap displaying expression of key TEC genes as well as *Cdh1* and *Ly6a* for the same three conditions. *n*=2 mice per condition. All TECs originate from E16.5 thymi. Scale bars: 100 μm (B); 10 μm (D-I).

To monitor organoid development, we performed time-lapse imaging from the time of seeding (Fig. 1D, Movie 1) and found that most organoids were derived from single cells with stem/progenitor properties. Cultures originating from a mixture of single sorted TECs labelled with different CellTrace dyes confirmed the clonal origin of the organoids (Fig. S1C, Movie 2). From total TECs (EpCAM positive), we estimated the organoid forming efficiency as 78±3% (Fig. S1D). Additional experiments in which cortical and medullary TECs (cTECs and mTECs) were sorted independently suggested that both cell types have the potential to form organoids (Fig. S1E).

Immunostaining confirmed that organoids were generated by thymus-derived EpCAM-positive cells (Fig. 1E). Single cells formed small 3D organoids in which a large majority of cells were positive for Ki67 after 3 days (Fig. 1F), and contained both proliferating and non-proliferating cells 4 days later (Fig. S1F). To investigate whether these cell populations could recapitulate TEC diversity, including cortical and medullary types, we stained organoids for the cTEC marker keratin 8 (KRT8), as well as for keratin 5 (KRT5) and with the lectin UEA1 as mTEC markers. Overall, our TEC culture system demonstrated a canonical feature of organoids in the emergence of different cell types, with varying degrees of KRT5 expression (Fig. 1G) and the presence of both KRT8-positive and UEA1-reactive populations (Fig. S1G). In addition, some cells were positive for MHCII (Fig. 1H), an important marker of TEC functionality required for the development of CD4^+^ T cells (Kadouri et al., 2020). Because TEC differentiation, function and maintenance depend on the transcription factor *Foxn1* (Žuklys et al., 2016), we further sought to detect transcripts for this master regulator using RNAscope. Unlike in standard 2D cultures, where it is highly downregulated (Anderson et al., 1998; Mohtashami and Zúñiga-Pflücker, 2006), clear *Foxn1* expression could be observed in organoids (Fig. 1I).

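Bulk RNA sequencing covered 4 groups of TECs from E16.5 thymi, with 2 libraries in each. *In vivo* TECs were sorted and lysed directly, and 2D-cultured TECs were lysed after 3 days on laminin-coated plates. Organoids were freed from Matrigel in cold PBS and lysed after 3 days (D3) or 7 days (D7) of culture. The libraries were made with the QuantSeq 3′ method, which reads the 3′ end of polyadenylated transcripts. The authors sequenced them on a NextSeq 500, aligned the reads to the mouse genome build GRCm39 with STAR and deposited the number of reads counted on each Ensembl gene, without normalization. The paper's text does not state whether the counting used the strand of the reads. Total counts on genes were 5710676 and 7003886 for *in vivo* TECs, 6070767 and 6136660 for 2D-cultured TECs, 5639934 and 6561971 for D3 organoids, and 7612532 and 5084715 for D7 organoids. Between 16748 and 19943 genes were detected per library. The gene for 18S ribosomal RNA took between 16.6% and 24.3% of the counts of a library. Replicate libraries differed by more than sampling noise, with a chi-square per degree of freedom of 7.43 to 9.42, so none was a copy of another. Counts were scaled by edgeR's TMM method, and the 14504 genes with a CPM (the count relative to the scaled library size) of at least 1 in at least 3 libraries were tested. The test was edgeR's quasi-likelihood test on all 8 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. Fold changes are given for the first-named group over the second. Standard errors given with this test were back-calculated, as the absolute log2 fold change over the square root of the test's F statistic. They can understate the error where counts are few. With 2 libraries per group, an exact two-sided test of one group against another cannot go below p = 0.333, so the test relies on a variance estimated across genes and groups. On simulated counts for as many genes, of which 200 were changed, 75% of genes changed 4-fold and 44% of genes changed 2-fold were called, beside 8 unchanged genes. Far more genes were called in the data, which makes the adjustment less strict, so these shares may understate detection there. A group with 3 counts or fewer of a gene in each of its libraries was taken as at the floor of detection, and folds against it were computed over 3 counts, the upper limit that a count of 0 allows. This limit covers counting error only, and only in part where 1 to 3 counts were seen. The paper's text does not name the day of the organoids in Fig. 1J. The organoid values in Table S1, read for 1999 of the 13842 genes the paper lists, were those of the D7 libraries (Pearson's r = 1 across genes, median difference 0). Against the D3 libraries, r was 0.881 to 0.920 across 1920 genes, which are not independent replicates. D7 organoids are therefore given first and D3 organoids after them. Only D3 organoids share the day of culture with 2D-cultured TECs. Differences between D7 organoids and 2D-cultured TECs therefore mix the form of culture with its length.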

To benchmark thymic epithelial organoids against standard 2D cultures, we performed bulk RNA sequencing. Unsupervised hierarchical clustering showed higher transcriptional similarity of thymic epithelial organoids to freshly extracted TECs (*in vivo*) than to 2D-cultured TECs (Fig. 1J, left). Similarly, differential expression analysis (Table S1) showed that the expression levels of key TEC genes, including *Foxn1*, *Dll4* and *Psmb11*, were more similar between *in vivo* TECs and organoids compared to 2D-cultured TECs (Fig. 1J, right). 

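Distances between transcriptomes were computed as Euclidean distances on voom log2 CPM values of all genes tested. Between D7 organoids and *in vivo* TECs, the distance was 197 ± 18.6 (SD over 4 pairs of libraries, range 177 to 218). Between D7 organoids and 2D-cultured TECs, it was 232 ± 8.20 (SD over 4 pairs, range 222 to 242), so the ranges did not overlap. Replicate libraries lay 77.7 apart in D7 organoids, 115 in D3 organoids, 127 *in vivo* and 113 in 2D. *In vivo* and 2D-cultured TECs were 242 ± 8.49 apart (SD over 4 pairs, range 231 to 249.6). The ratio of the distance to *in vivo* TECs to the distance to 2D-cultured TECs was 0.850 ± 0.00984 for D7 organoids (SD over n = 2 organoid libraries). That SD leaves out the spread between *in vivo* libraries and between 2D libraries. With 1 library left out in turn, the ratio ran from 0.772 to 0.900. For comparison, simulated libraries mixed from the *in vivo* and 2D profiles at 70:30 gave a ratio of 0.715. Pairs that share a library are not independent, and the difference between the distances was not tested. The *in vivo*, 2D and D7 libraries were also filtered and normalized apart from the D3 libraries, which gave smaller distances than those above. In complete-linkage clustering of these 6 libraries, organoids joined *in vivo* TECs at a height of 198, and 2D-cultured TECs joined them at 236. Of 22 trees from 11 settings with 2 linkage methods, 21 joined D7 organoids with *in vivo* TECs first. These trees used values of all 8 libraries processed together, and 2 of the settings were chosen after seeing the data. Without a filter on low counts, which moved the ratio furthest among the settings that kept every library, the ratio was 0.975 and complete linkage joined D7 organoids with 2D-cultured TECs instead. For D3 organoids, the distance was 206 ± 12.0 to *in vivo* TECs (SD over 4 pairs, range 191 to 216) and 215 ± 3.63 to 2D-cultured TECs (SD over 4 pairs, range 210.0 to 219). These ranges overlapped, and the ratio was 0.956 ± 0.0137 (SD over n = 2 organoid libraries), or 0.889 to 0.979 with 1 library left out in turn. With D3 organoids in place of D7, again with 6 libraries processed apart, organoids joined *in vivo* TECs at 189 and 2D-cultured TECs at 230.4. Of 22 trees on values of all 8 libraries, 16 gave that order. The ratio for D3 organoids rose above 1 without a filter on low counts (1.06), with 1 minus the Pearson correlation as the distance (1.02) and with the 1000 most variable genes (1.0015). With all 8 libraries, D3 and D7 organoids joined each other at 164, *in vivo* TECs joined them at 218, and 2D-cultured TECs at 249.6. Of 22 such trees, 20 joined the organoids with *in vivo* TECs apart from 2D-cultured TECs, and without a filter on low counts both linkage methods joined the organoids with 2D-cultured TECs.

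**Figure D1:**
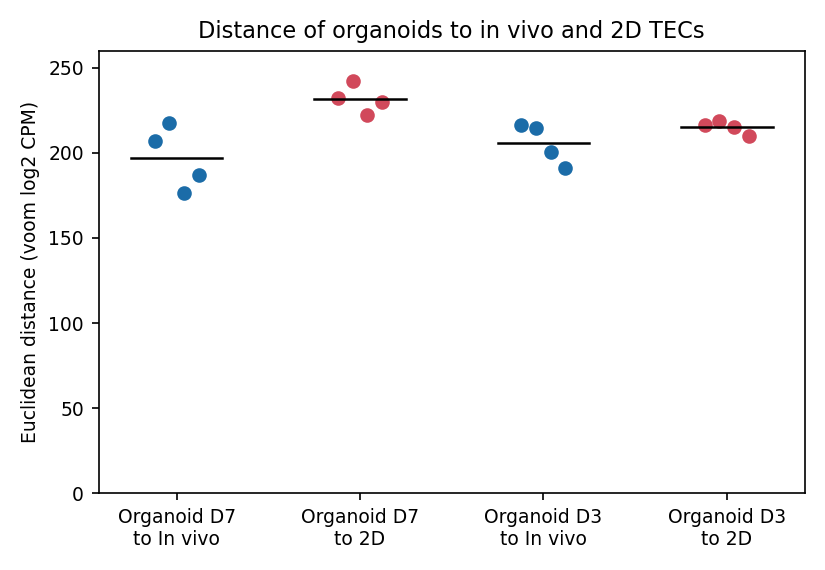
Euclidean distances between libraries on voom log2 CPM values, for each pair of groups. Points are the 4 pairs of libraries and lines their mean, and the distances from D7 organoids to *in vivo* TECs (177 to 218) lie below those to 2D-cultured TECs (222 to 242).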

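Of the genes tested, 6033 differed between *in vivo* and 2D-cultured TECs, 3150 of them higher *in vivo* and 2883 lower. *In vivo* TECs and D7 organoids differed in 5042 genes, 2436 of them higher *in vivo* and 2606 lower. D7 organoids and 2D-cultured TECs differed in 6605 genes, 3546 of them higher in organoids and 3059 lower. A further limit of 1 on the absolute log2 fold change moved these counts most, to 4148, 3311 and 4539 genes. Against D3 organoids, 4088 genes differed *in vivo* and 5562 in 2D. *Foxn1* (ENSMUSG00000002057) lies on chromosome 11 of GRCm39 from 78248403 to 78277384. It had 249 ± 35.6 CPM *in vivo*, 72.9 ± 17.4 in D7 organoids, 9.22 ± 0.607 in D3 organoids and 6.69 ± 2.63 in 2D (SD, n = 2 in each group). Its log2 fold change was 1.78 for *in vivo* TECs over D7 organoids (standard error 0.21, adjusted p = 4.8e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 3.43 for D7 organoids over 2D-cultured TECs (standard error 0.26, adjusted p = 1.4e-08 from the same edgeR test). With each library left out in turn, these stayed between 1.55 and 2.03 and between 3.07 and 3.90. At the same day of culture, D3 organoids and 2D-cultured TECs differed in *Foxn1* by a log2 fold change of 0.46 (standard error 0.30, adjusted p = 0.23 from edgeR's test), which was not past the threshold. That value was 0.93 without 2D replicate 1, 0.10 without 2D replicate 2 and 0.72 with no normalization beyond library size. *Dll4* (ENSMUSG00000027314, chromosome 2, 119156170 to 119166443) had 112 ± 3.00 CPM *in vivo* and 9.74 ± 0.0793 in D7 organoids (SD, n = 2). It had 1 and 5 counts in D3 organoids and was at the floor in 2D, with 3 and 0 counts. *Dll4* was at least 201-fold higher *in vivo* and at least 17.5-fold higher in D7 organoids than in 2D, and its log2 fold change for *in vivo* TECs over D7 organoids was 3.52 (standard error 0.28, adjusted p = 3.9e-08 from edgeR's test). *Psmb11* (ENSMUSG00000072423, chromosome 14, 54858890 to 54867013) had 539.6 ± 23.2 CPM *in vivo* and 109.6 ± 4.43 in D7 organoids (SD, n = 2). It had 0.743 ± 0.333 CPM in D3 organoids (SD, n = 2) and 3 counts in each 2D library. Over these 3 counts, its fold was 969 *in vivo* and 197 in D7 organoids, which is the observed ratio and covers no counting error in 2D. With replicate 2 of the higher group left out, the folds were 939.6 and 191. *In vivo* TECs exceeded D7 organoids in *Psmb11* by a log2 fold change of 2.30 (standard error 0.16, adjusted p = 7.4e-09 from edgeR's test). Of the 14 genes of Fig. 1J, 14 differed between *in vivo* and 2D-cultured TECs, 11 between *in vivo* TECs and D7 organoids (10 higher *in vivo*), and 13 between D7 organoids and 2D-cultured TECs (9 higher in organoids). Adjusted over the list alone, these counts were 14, 12 and 13. The paper's text does not say how the list was chosen, so it is not independent evidence. In every comparison past the threshold, the libraries of the groups did not overlap, which chance gives for a gene with a probability of 0.333. By group means of log2 values, 12 of the 14 genes in D7 organoids lay nearer to *in vivo* than to 2D-cultured TECs, the exceptions being *Tnfrsf11a* and *Epcam*. In D3 organoids, 5 of the 14 did (*Cxcl12*, *Kitl*, *Ccl21a*, *Cdh1* and *Ly6a*). *Ccl21a* is in both counts although organoids lay far below *in vivo* and 2D-cultured TECs alike. Its distances were 6.10 to *in vivo* and 8.40 to 2D-cultured TECs for D7 organoids, and 4.42 and 6.73 for D3 organoids. *Dll4*, *Il7*, *Ccl21a*, *Ly6a*, *H2-Aa*, *Tbata* and *Epcam* overlap an annotated gene on the other strand, and *Tnfrsf11a* overlaps the gene *Gm70609*. From its own findings taken together, the paper concludes that the organoids are nearer in their transcriptome to *in vivo* TECs than to monolayer cultures.

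**Figure D2:**
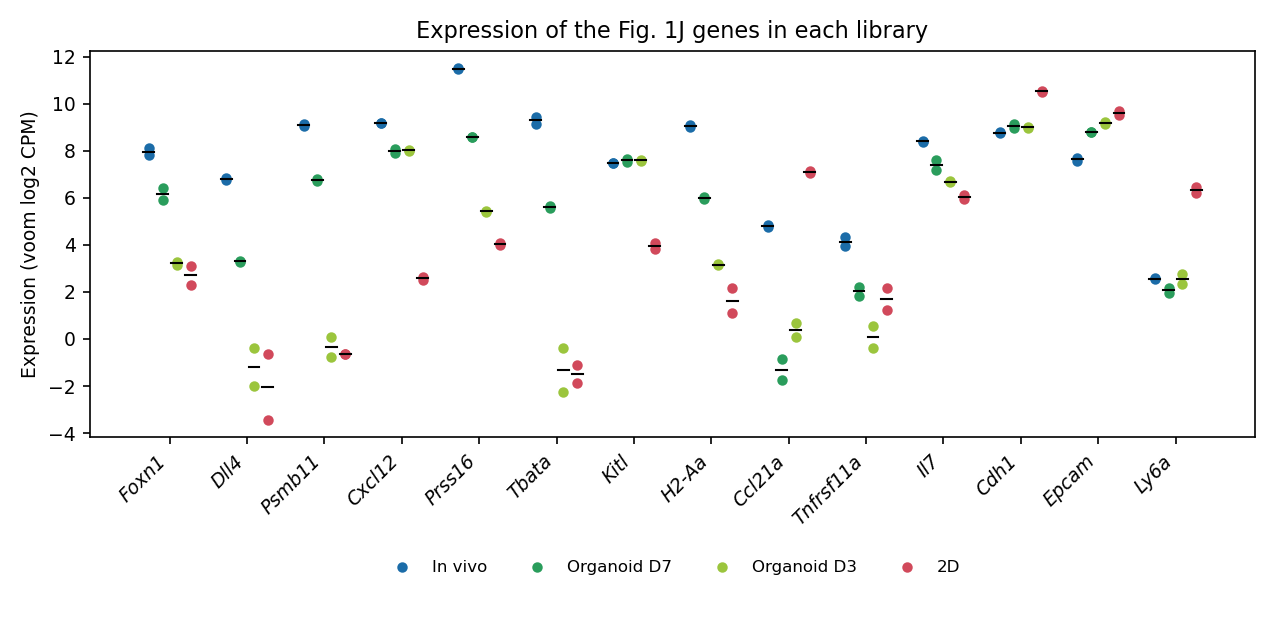
Expression of the 14 genes of Fig. 1J as voom log2 CPM in each library. Points are libraries and lines group means, and the mean of D7 organoids lies nearer to *in vivo* TECs than to 2D-cultured TECs for 12 of the 14 genes.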

The expression pattern of *Ccl21a* and *Tnfrsf11a* (encoding a protein also known as RANK), well-known mTEC genes, was, however, not recapitulated in organoids. 

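*Ccl21a* (ENSMUSG00000094686) lies on chromosome 4 of GRCm39 from 42772859 to 42773995. Of the 50-base words at its 3′ end, 60.5% also occur in *Ccl21b*, *Ccl21d*, *Ccl21e* or *Ccl21f*, which had 0 counts in every library. *Ccl21a* had 27.8 ± 1.36 CPM *in vivo* and 138 ± 6.03 in 2D (SD, n = 2). In D7 organoids it had 4 and 1 counts, or 0.347 ± 0.211 CPM (SD, n = 2). Its log2 fold change for *in vivo* TECs over D7 organoids was 6.12 (standard error 0.37, adjusted p = 1.6e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For D7 organoids over 2D-cultured TECs, it was -8.43 (standard error 0.34, adjusted p = 8.4e-12 from edgeR's test). Without D7 replicate 1 these values were 6.99 and -9.30, so each moved by more than its standard error. *In vivo* TECs had less *Ccl21a* than 2D-cultured TECs, by a log2 fold change of -2.31 (standard error 0.20, adjusted p = 6.9e-08 from edgeR's test). D3 organoids had 9 and 7 counts of *Ccl21a*, and their log2 fold change against 2D-cultured TECs was -6.79 (standard error 0.29, adjusted p = 2.5e-11 from edgeR's test). At so few counts in organoids of either day, these back-calculated standard errors of *Ccl21a* understate the counting error. *Tnfrsf11a* (ENSMUSG00000026321, chromosome 1, 105708358 to 105777170) had 17.6 ± 3.16 CPM *in vivo*, 4.01 ± 0.759 in D7 organoids, 1.04 ± 0.511 in D3 organoids and 3.30 ± 1.51 in 2D (SD, n = 2 in each group). The log2 fold change of *Tnfrsf11a* for *in vivo* TECs over D7 organoids was 2.14 (standard error 0.47, adjusted p = 0.0018 from edgeR's test), and over 2D-cultured TECs it was 2.41 (standard error 0.48, adjusted p = 0.00064 from edgeR's test). D7 organoids and 2D-cultured TECs did not differ past the threshold, at 0.26 (standard error 0.51, adjusted p = 0.70 from edgeR's test), and without 2D replicate 2 that value was -0.15. D3 organoids had less *Tnfrsf11a* than 2D-cultured TECs, at -1.62 (standard error 0.59, adjusted p = 0.037 from edgeR's test). That difference was not past the threshold without normalization beyond library size (-1.36, adjusted p = 0.077 from edgeR) or with limma-voom (-1.57, adjusted p = 0.15), and its adjusted p ranged from 0.036 to 0.15 across the alternatives. Without D3 replicate 2 it was -2.24. D3 organoids had 4 and 10 counts of *Tnfrsf11a*, and the other cultured libraries 12 to 28.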

As previously reported (Anderson et al., 1998), *Il7* expression was maintained, and that of *Cdh1* slightly enhanced in culture in general. Conversely, *Ly6a*, a marker of specific TEC subpopulations (Klein et al., 2023), was highly upregulated in 2D. 

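*Il7* (ENSMUSG00000040329, chromosome 3 of GRCm39, 7635054 to 7678825) had 336 ± 7.43 CPM *in vivo*, 170.4 ± 33.8 in D7 organoids, 103 ± 0.177 in D3 organoids and 66.3 ± 5.79 in 2D (SD, n = 2 in each group). *In vivo* TECs had more *Il7* than each culture. Over D7 organoids, the log2 fold change was 0.98 (standard error 0.16, adjusted p = 0.00017 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 1.70 over D3 organoids (standard error 0.17, adjusted p = 4.8e-07 from edgeR's test) and 2.34 over 2D-cultured TECs (standard error 0.17, adjusted p = 7.4e-09 from edgeR's test). Among the cultures, D7 organoids exceeded 2D-cultured TECs by 1.36 (standard error 0.17, adjusted p = 4.9e-06 from edgeR's test). *Cdh1* (ENSMUSG00000000303, chromosome 8, 107329941 to 107396880) had 437 ± 15.6 CPM *in vivo*, 539 ± 45.3 in D7 organoids, 514 ± 10.9 in D3 organoids and 1473 ± 32.8 in 2D (SD, n = 2 in each group). Its log2 fold change for *in vivo* over 2D-cultured TECs was -1.75 (standard error 0.14, adjusted p = 2.1e-08 from edgeR's test). *In vivo* TECs and organoids did not differ past the threshold, with -0.30 against D7 organoids (standard error 0.14, adjusted p = 0.099 from edgeR's test) and -0.24 against D3 organoids (standard error 0.14, adjusted p = 0.22 from edgeR's test). Every organoid library had more *Cdh1* than every *in vivo* library. Adjusted over the 14 genes of Fig. 1J alone, the difference from D7 organoids was past the threshold (adjusted p = 0.048 from edgeR's test). That from D3 organoids was not (adjusted p = 0.12 from edgeR's test). With limma-voom on 6 libraries, an alternative chosen after seeing the data, the value against D7 organoids was -0.30 with an adjusted p of 0.045, within a range of 0.045 to 0.16 across the alternatives.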

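*Ly6a* (ENSMUSG00000075602), which encodes Sca1, lies on chromosome 15 of GRCm39 from 74863840 to 74869880. Of the 50-base words at its 3′ end, 32.9% also occur in *Gm28068*, *Ly6a2*, *Ly6c1*, *Ly6c2* or *Ly6i*. It had 80.4 ± 11.0 CPM in 2D, against 5.85 ± 0.0957 *in vivo*, 4.11 ± 0.502 in D7 organoids and 5.81 ± 1.28 in D3 organoids (SD, n = 2 in each group). Its log2 fold change was -3.78 for *in vivo* over 2D-cultured TECs (standard error 0.27, adjusted p = 4.7e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -4.27 for D7 organoids over 2D-cultured TECs (standard error 0.28, adjusted p = 2.0e-09 from edgeR's test). For D3 organoids over 2D-cultured TECs, the difference was also -3.78 (standard error 0.27, adjusted p = 6.5e-09 from edgeR's test). *In vivo* TECs did not differ past the threshold from D7 organoids, at 0.49 (standard error 0.31, adjusted p = 0.24 from edgeR's test), and their libraries overlapped those of D3 organoids.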

We also compared *Foxn1* targets (Žuklys et al., 2016) among the three conditions (Fig. S1H). Whereas the genes with the highest expression in freshly extracted TECs were relatively well maintained in organoids, this was not necessarily the case for 2D-cultured TECs. Lastly, gene set enrichment analysis performed on organoids at different time points confirmed the proliferation peak observed with staining (Fig. S1I).

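The hallmark list of E2F targets was not used here. Proliferation was measured with the 97 S-phase and G2/M-phase genes of the Seurat package, written as mouse symbols. Their mean log2(CPM + 1) was 6.43 ± 0.15 in D3 organoids and 5.55 ± 0.07 in D7 organoids, against 5.80 ± 0.12 *in vivo* and 4.88 ± 0.12 in 2D (SD, n = 2 in each group). Of the 97 genes, 94 were lower in D7 than in D3 organoids, with a median log2 fold change of -0.86 and an adjusted p of 2.2e-32 (limma's camera test with its preset inter-gene correlation of 0.01, Benjamini-Hochberg adjustment over 18 list tests). The difference was past the threshold under limma's fry test (adjusted p = 0.0022) but not under camera with a correlation estimated from the data (adjusted p = 0.052), which moved it most. *In vivo* TECs were also lower than D3 organoids, in 93 of the 97 genes and with a median of -0.65 (adjusted p = 6.5e-16 from camera, 0.0049 from fry and 0.11 with an estimated correlation). Over D7 organoids, *in vivo* TECs were higher in 66 of the 97 genes, with a median of 0.22 (adjusted p = 0.013 from camera), which was past the threshold under neither fry (adjusted p = 0.18) nor an estimated correlation (adjusted p = 0.50). Enrichment scores of the same genes from single-sample gene set enrichment analysis were 1.11 ± 0.0412 in D3 organoids, 0.866 ± 0.0468 *in vivo*, 0.771 ± 0.0249 in D7 organoids and 0.478 ± 0.0485 in 2D (SD, n = 2 in each group).

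**Figure D3:**
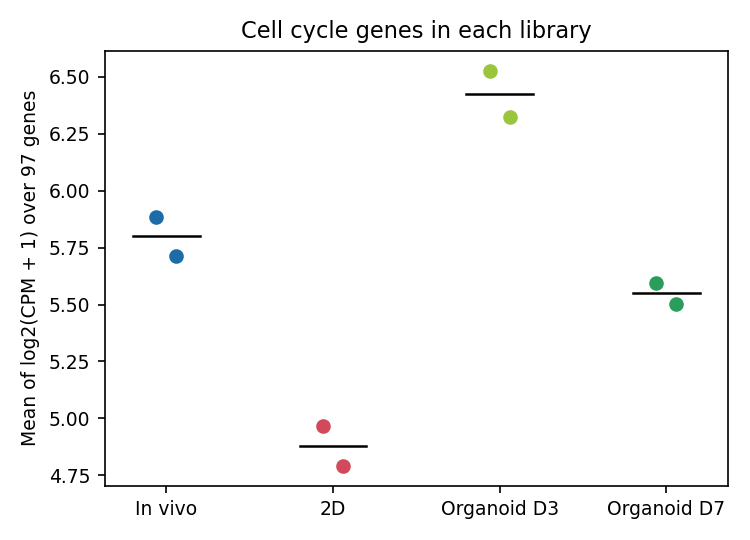
Mean log2(CPM + 1) over the 97 S-phase and G2/M-phase genes, with a point for each library of the 4 groups. D3 organoids are highest, at a mean of 6.43, and 2D-cultured TECs are lowest, at 4.88.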

Collectively, these findings show that the defined culture conditions identified herein allow TECs (1) to grow independently of other cell types and (2) to form 3D organoids containing diverse cell populations and that are transcriptionally closer to *in vivo* TECs than to traditional monolayer cultures.

### TECs cultured as organoids show *in vitro* functionality when reaggregated with T-cell progenitors

To test the functionality of thymic epithelial organoids (i.e. their ability to mediate thymopoiesis), we recapitulated the well-known reaggregate fetal thymic organ culture (RFTOC) approach, wherein selected thymic cell populations are reaggregated together and cultured at the air–liquid interface (Jenkinson et al., 1992). To do so, we dissociated TECs cultured as organoids and reaggregated them with an EpCAM-depleted single-cell suspension obtained from E13.5 thymi. We performed EpCAM depletion to keep the mesenchymal cells, which have been proven to be essential for T-cell development (Anderson et al., 1993). We chose E13.5 embryonic thymi as source of T-cell precursors because they contain thymocytes at the earliest stages of development, prior to the expression of CD4 and CD8 (thus referred to as double negative, DN) (Fig. S2A). This facilitates the monitoring of whether T-cell development occurs in the reaggregates. To improve handling, mouse embryonic fibroblasts (MEFs) were added to the reaggregates, as done previously (Sheridan et al., 2009). We termed the RFTOCs formed with TECs from the organoid cultures organoid RFTOCs (ORFTOCs) (Fig. 2A).

**Fig. 2.**
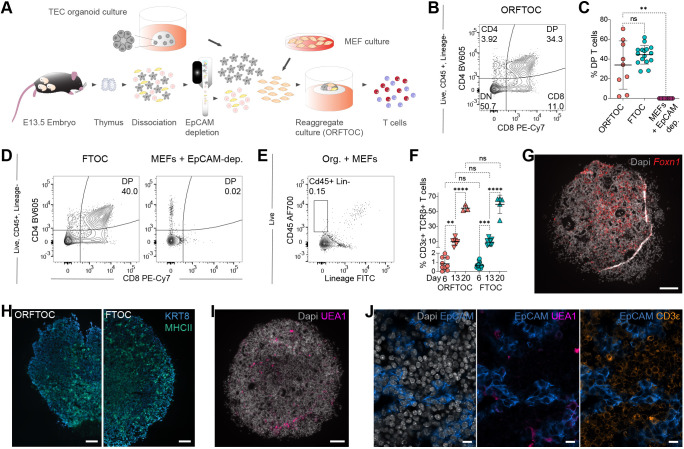
**TECs cultured as organoids show *in vitro* functionality when reaggregated with T-cell progenitors.** (A) Workflow to generate organoid reaggregate fetal thymic organ cultures (ORFTOCs). (B) Flow cytometry plot showing T-cell development in D6 ORFTOCs. (C) Proportion of DP thymocytes at D6 in ORFTOCs and controls [fetal thymic organ cultures (FTOCs) and reaggregates containing only MEFs and the EpCAM-depleted cells from thymic lobes]. **P=0.0047; ns, not significant (*P*>0.05) (Kruskal–Wallis test with Dunn's multiple comparison test; *n*=9, 16 and 9 for ORFTOCs, FTOCs and reaggregates from MEFs+EpCAM-depleted cells, respectively, from 9 independent experiments). (D,E) Flow cytometry plots. (D) T-cell development at D6 in controls (left: FTOCs; right: reaggregates from MEFs+EpCAM-depleted cells). (E) Absence of a CD45– Lineage^−^ (Lin^−^) population in control reaggregates containing only TECs cultured as organoids and MEFs. Gating strategy is indicated on the left for all flow cytometry plots. (F) Proportion of CD3ε-positive, TCRβ-positive cells in ORFTOCs and FTOCs at D6, D13 and D20. **P=0.0021, ***P=0.0003, ****P<0.0001; ns, not significant (*P*>0.05) (two-way ANOVA with Tukey's multiple comparison test; *n*=9, 6, 3, 16, 8 and 5 for D6 ORFTOCs, D13 ORFTOCs, D20 ORFTOCs, D6 FTOCs, D13 FTOCs and D20 FTOCs, respectively, from at least 3 independent experiments). All graphs represent individual datapoints with mean±s.d. (G) RNAscope for *Foxn1* in a D13 ORFTOC. Nuclei are counterstained using Spectral DAPI (grey). (H-J) Immunofluorescence images. (H) KRT8 (blue) and MHCII (green) staining in a D13 ORFTOC (left) and a D13 FTOC (right). (I) Medullary cells (UEA1 reactivity; magenta) in a D13 ORFTOC. (J) Epithelial cells (EpCAM; blue), medullary cells (UEA1 reactivity; bright pink) and T cells (CD3ε; amber) in a D13 ORFTOC. DAPI stains nuclei (grey). ORFTOCs were formed with TECs cultured as organoids originating from E16.5 thymi, with the EpCAM-depleted fraction of cells from E13.5 thymi and with MEFs. FTOCs were from E13.5 thymi. Scale bars: 100 µm (G-I); 10 μm (J).

After 6 days in culture, ORFTOCs were dissociated and analysed by flow cytometry (Fig. S2B). At this point, thymocytes expressing both CD4 and CD8 (termed double positive, DP) and constituting a developmental stage following the DN phenotype could be readily detected (Fig. 2B,C), indicating that organoid-derived TECs mediated physiological progression of thymocyte maturation. Notably, the proportion of DPs was similar to that observed in cultured intact thymic lobes (i.e. fetal thymic organ cultures, FTOCs) (Fig. 2C,D). Conversely, reaggregating only the EpCAM-depleted fraction of E13.5 thymi and MEFs did not yield DP thymocytes (Fig. 2C,D, Fig. S2C), demonstrating that organoid-derived TECs are necessary for T-cell development in ORFTOCs. Reaggregates with only organoid-derived TECs and MEFs served as negative control and did not produce immune (CD45^+^) cells (Fig. 2E), in contrast to the other conditions (Fig. S2B-D). Lastly, we formed reaggregates containing only organoid-derived TECs and the EpCAM-depleted fraction of E13.5 thymi to exclude the influence of MEFs on thymocyte development (Fig. S2E).

Of note, reaggregates formed with organoids originating from neonatal TECs were also capable of mediating T-cell development (Fig. S2F). We corroborated our findings and avoided the EpCAM-depletion step by reaggregating organoid-derived TECs with the earliest DN subpopulation (DN1) sorted from adult mice and MEFs and could also observe a progression in thymocyte maturation (Fig. S2G). The developmental kinetics was, however, faster in ORFTOCs containing E13.5-derived cells (Fig. 2B), as expected for first wave early T-cell precursors (Rothenberg, 2021).

After 6 days in culture, only a few cells expressed high levels of the αβ–T-cell receptor complex (TCR) (Fig. 2F, Fig. S2H). Extending ORFTOC culture period from 6 to 13, or even 20, days allowed thymocyte maturation to progress further, as shown by the increased proportion and number of TCRβ^+^ cells and their differentiation into CD4^+^ or CD8^+^ single-positive (SP) thymocytes (Fig. 2F, Fig. S2I-L). FTOCs served again as reference and demonstrated a comparable proportion of CD3^+^ TCRβ^+^ (Fig. S2M) and SP (Fig. S2N) cells.

As expected for functional TECs, ORFTOCs were positive for *Foxn1* (Fig. 2G). Morphologically, ORFTOCs also presented similarities to FTOCs, here highlighted by KRT8 and MHCII staining (Fig. 2H). UEA1 reactivity identified medullary cells throughout ORFTOCs (Fig. 2I,J), and CD3ε staining confirmed the presence of T cells in between EpCAM-positive TECs (Fig. 2J).

In summary, we demonstrated that thymic epithelial organoids maintain their functionality and, when reaggregated with T-cell progenitors, mediate thymopoiesis in a similar manner to intact thymic lobe cultures.

### ORFTOCs recapitulate *in vivo*-like TEC and T-cell population diversity and physiological T-cell development

To characterize further the cell types in ORFTOCs, we profiled them and FTOC controls by single-cell RNA sequencing (scRNAseq) (Fig. 3A). This analysis revealed three main clusters corresponding to the epithelial, immune and mesenchymal compartments of ORFTOCs (Fig. 3B). Unsupervised clustering identified seven main clusters of epithelial cells (Fig. S3A), which we annotated according to *in vivo* datasets (Baran-Gale et al., 2020; Bautista et al., 2021; Bornstein et al., 2018; Gao et al., 2022; Nusser et al., 2022; Park et al., 2020): ‘early cTECs’, ‘cTECs’, ‘early mTECs’, ‘pre-Aire mTECs’, ‘Aire and Spink5 mTECs’, ‘tuft-like mTECs’ and ‘adult bipotent progenitor-like’ (Fig. S3B). For the immune cells, clusters covered the main T-cell developmental stages defined *in vivo* (Cordes et al., 2022; Luis et al., 2016; Mingueneau et al., 2013; Park et al., 2020; Rothenberg, 2021; Zhou et al., 2019), spanning from progenitors to mature T cells (Fig. S3C,D). Both ORFTOCs and FTOCs contributed to all subpopulations (Fig. 3C,D), suggesting that ORFTOCs faithfully recapitulate the different cell types present in FTOC controls. The biggest differences were observed for clusters representing cTECs and early stages of T-cell development: (1) more ‘early cTECs’ were present in FTOCs and (2) more ‘cTECs’ and ‘thymus-seeding progenitor (TSP) to DN early 1’ and ‘TSP to DN early 2’ cells were present in ORFTOCs.

**Fig. 3.**
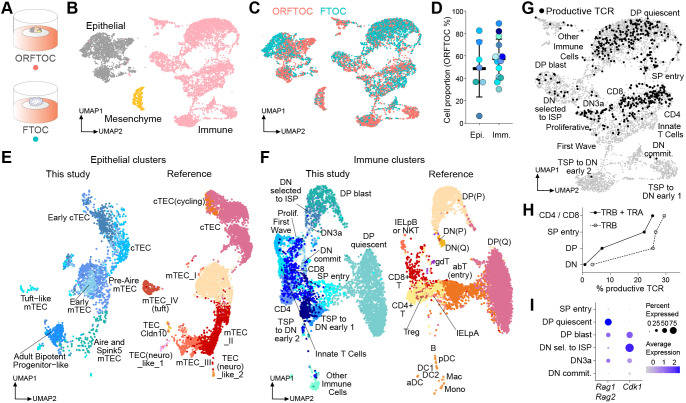
**ORFTOCs recapitulate *in vivo*-like TEC and T-cell population diversity and physiological T-cell development.** (A) D13 ORFTOCs and D13 FTOCs (two pooled for each group) were analysed by scRNAseq with hashtag antibodies. (B) Uniform Manifold Approximation and Projection (UMAP) with three clusters corresponding to the main input populations (epithelial, immune and mesenchymal cells). (C) UMAP for ORFTOC and FTOC cell distribution in the different clusters. (D) ORFTOC proportion for each cluster (circle) within the epithelial or immune main populations. Mean ORFTOC proportion and s.d. are indicated. Circle colours match the cluster colours in E and in Fig. S3A,C (for epithelial and immune cells, respectively). No outliers within epithelial or immune compartments were identified by Grubbs test. (E,F) UMAPs for the integration of the epithelial (E) and immune (F) clusters identified in this study (left) with the mouse datasets of the Park et al. atlas (Park et al., 2020) (right). (G) UMAP of the immune cluster (grey), highlighting cells identified as productive and bearing both TCR chains (black). (H) Proportion of productive cells with rearranged TRB or both TRA and TRB chains for the main thymocyte developmental stages. (I) Average expression level (dot colour) and percentage (dot size) of cells expressing the recombination enzymes *Rag1* and *Rag2*, and the cyclin protein *Cdk1* during the recombination and proliferation stages of thymopoiesis. ORFTOCs were formed with TECs cultured as organoids originating from E16.5 thymi, with the EpCAM-depleted fraction of cells from E13.5 thymi and with MEFs. FTOCs were from E13.5 thymi. In the Park et al. atlas, thymi span from E14.5 to 4-6 weeks for the stromal dataset and are 4-week-old for the T-cell dataset. aDC, activated dendritic cells; commit, commitment; DC, dendritic cells; Epi, epithelial; IELpA, intestinal intraepithelial lymphocytes precursor A; IELpB, intestinal intraepithelial lymphocytes precursor B; Imm, immune; ISP, intermediate single positive; Mac, macrophages; Mono, monocytes; NKT, natural killer T; (P), proliferative; pDC, plasmacytoid dendritic cells; Prolif, proliferative; (Q), quiescent; sel, selected; TSP, thymus-seeding progenitors.

To compare our *in vitro* populations with the in *vivo* thymus, we aligned our clusters to the mouse dataset of the reference atlas produced by Park et al. (2020) (Fig. 3E,F). We found strong overlap for most epithelial cell types (Fig. 3E), with the cTECs aligning together and most *in vitro* mTEC clusters matching their *in vivo* counterparts. However, the ‘adult bipotent progenitor-like’ cluster was smaller *in vivo* compared with *in vitro*. Immune clusters from our dataset also matched clusters defined for *in vivo* populations (Fig. 3F), especially from the ‘DP blast’/‘DP (P)’ stage onwards and, most importantly, for the CD4 and CD8 stages (mature T cells).

Besides gene expression, we studied *in vitro* TCR recombination dynamics by V(D)J (variable–diversity–joining) sequencing, allowing us to map productive T cells bearing both TCR chains on the immune uniform manifold approximation and projection (UMAP) (Fig. 3G). The quantification of productive chains presenting all V(D)J regions showed that the recombination of the TCRβ (TRB) and -α (TRA) chains were mostly achieved prior to and at the DP stage, respectively (Fig. 3H), similarly to the Park et al. dataset. In addition, thymocytes underwent proliferation (marked by high *Cdk1* expression) in between the recombination stages (marked by high *Rag1* and *Rag2* expression) (Fig. 3I), which also aligns with *in vivo* data (Park et al., 2020; Rothenberg, 2021).

Taken together, these results show the transcriptional similarity of ORFTOCs and FTOCs and that ORFTOCs preserve *in vivo*-like TEC diversity and T-cell development.

### ORFTOCs show a thymus-like ability to attract new T-cell progenitors and improved epithelial organization upon *in vivo* grafting

The thymus continuously attracts bone marrow-derived haematopoietic precursors and commits them to the T-cell lineage (Lai and Kondo, 2007; Lavaert et al., 2020). To test whether ORFTOCs retain this crucial capacity, we transplanted them under the kidney capsule of syngeneic CD45.1 recipient mice (Fig. 4A). After 5 weeks, all grafts developed into sizeable thymus-like tissues (4/4 ORFTOCs, 4/4 FTOC controls; see Fig. 4B for an example). By flow cytometry (Fig. S4A,B), we identified all major thymocyte populations (DN, DP, CD4, CD8) in ORFTOC grafts (Fig. 4C, Fig. S4C), and their proportions were comparable to controls (FTOC grafts and thymi) (Fig. 4D). This result demonstrated that ORFTOC grafts support normal TCRαβ T-cell lineage maturation. Further analyses (Fig. S4B,D) detected thymocytes at the DN3-to-DN4 transition at the time of ORFTOC graft retrieval, attesting to successful β-selection (Rothenberg, 2021). In addition, DP thymocytes expressing CD69, which indicates positive selection-induced TCR signalling (Steier et al., 2023), were present (Fig. S4B,E). Together, these results illustrate the ability of ORFTOC grafts to continuously attract and select blood-borne T-cell progenitors. Finally, the presence of M1 and M2 CD45.1^+^ mature thymocytes (Fig. 4E, S4B,F) and of regulatory T cells (Fig. 4F, Fig. S4B,F) showed the capacity of ORFTOC grafts to generate mature CD4^+^ and CD8^+^ T cells, impose their post-selection maturation and select T cells with a regulatory phenotype.

**Fig. 4.**
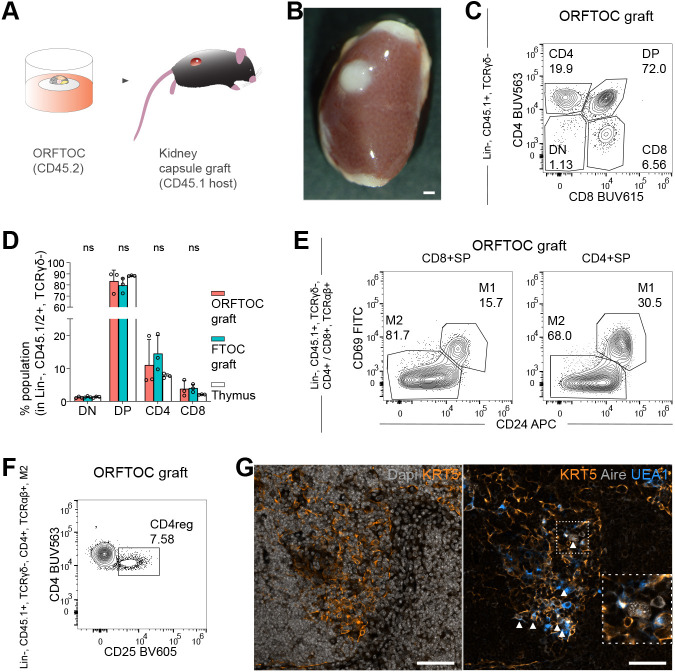
**ORFTOCs show a thymus-like ability to attract new T-cell progenitors and improved epithelial organization upon *in vivo* grafting.** (A) Experimental design for the grafting of ORFTOCs under the kidney capsule. (B) Widefield image of an ORFTOC graft after 5 weeks. (C) Flow cytometry plot showing host thymocyte development in ORFTOC grafts. Lin, Lineage. (D) Proportion of the major thymocyte subpopulations in ORFTOC grafts and controls (FTOC grafts and thymi). ns, not significant (*P*>0.05) (one-way ANOVA with Tukey's multiple comparison test for each subpopulation between conditions; *n*=3 grafts/mice for each condition). Bar graph shows mean±s.d. and individual datapoints. (E,F) Flow cytometry plots. (E) Presence of two separate post-selection stages (M1 and M2) within the CD8^+^ and CD4^+^ SP populations in ORFTOC grafts. (F) The M2 population of ORFTOC grafts contains CD4 regulatory T cells (CD4reg). Gating strategy is indicated on the left for all flow cytometry plots. (G) Immunofluorescence images of an ORFTOC graft. Left: Medullary cells (KRT5; amber) are present in the less-dense area (DAPI; grey). Right: The medullary region also contains UEA1-reactive (azure) and Aire-positive (grey, highlighted with arrowhead) cells. Inset shows the boxed area at higher magnification. ORFTOCs were formed with TECs cultured as organoids originating from E16.5 thymi, with the EpCAM-depleted fraction of cells from E13.5 thymi and with MEFs. FTOCs were from E13.5 thymi. Scale bars: 1 mm (B); 100 μm (G).

In histological sections, ORFTOC grafts, similar to FTOC grafts, displayed the characteristic differences in cellular densities between cortical and medullary areas seen in the native thymus (Gordon and Manley, 2011) (Fig. S4H,I). The medullary fate of the less-dense regions was confirmed by immunostaining with the lectin UEA1 and they also contained Aire-positive cells (Fig. 4G). These regions thus appeared not only larger but also more mature compared with those observed after *in vitro* culture only (Fig. 2I), likely as a result of continuous seeding with new T-cell progenitors and prolonged crosstalk with immune cells (Irla et al., 2010).

In conclusion, kidney capsule transplants showed that organoid-derived TECs in ORFTOCs have (1) the capacity to mature and reach an organization resembling the native thymus and (2) the long-term ability to attract T-cell progenitors and mediate physiological T-cell development.

## DISCUSSION

In this study, we showed that stromal cells of a lymphoid organ, namely epithelial cells of the thymus, can be cultured as 3D organoids in a similar manner to cells from other endoderm-derived organs. We established TEC-specific culture conditions, characterized the organoids, and demonstrated their superiority in maintaining TEC marker expression compared with conventional 2D cultures. Reaggregating TECs from organoid cultures with T-cell progenitors proved their functional ability to mediate thymopoiesis. TEC and T-cell populations in reaggregates resembled the native cell types, and T-cell development was recapitulated in a physiological manner. Finally, kidney capsule transplants demonstrated the long-term capability of organoid reaggregates to attract new T-cell progenitors and mediate their entire development.

Overall, applying organoid culture methods to TECs has addressed a long-standing challenge in the thymus field and established the required conditions to grow TECs independently of other cell types in a way that maintains their thymopoietic ability. FGF7, which was previously shown to act through the Ras/MAPK and PI3 K/Akt/mTOR signalling cascades (Rossi et al., 2007), was important to promote organoid development. Although thymic epithelial organoids recapitulate many key organoid features, such as cell population diversity and the possibility to be expanded and passaged, maintaining their functionality in the long term remained challenging. This is probably linked to some niche factors being missing in the current relatively minimal culture conditions, which over time either prevent the maintenance of functionality overall or result in the enrichment of specific subsets that might lack functionality (Gao et al., 2022). While this article was under revision, another study generating thymic epithelial organoids was published (Lim et al., 2024) and addressed this challenge by first expanding and then differentiating the organoids. Whereas we aimed at understanding the minimal requirements to grow thymic epithelial organoids, their media were more complex and contained additional factors that have been applied to generate other endoderm-derived epithelial organoids previously as well as RANK ligand and retinoic acid. The difference in medium composition and perhaps the fact that they started by plating minced thymic tissue without sorting also allowed them to generate organoids from adult TECs, whereas our study is limited to embryonic and early postnatal cells.

Our work, however, demonstrates that most of the cells in the embryonic thymus have the potential to form organoids. Recent scRNAseq analyses (Baran-Gale et al., 2020; Gao et al., 2022; Givony et al., 2023; Michelson et al., 2022; Nusser et al., 2022; Ragazzini et al., 2023) have revealed unforeseen heterogeneity among TECs and TEC progenitors, and progenitor–progeny relationships remain to be fully elucidated. By sorting different TEC subtypes and expanding them as organoids, our approach might help to shed light onto these relationships (at least *in vitro*). It might also allow to test the potential of specific populations to mediate T-cell development upon reaggregation with T-cell progenitors. Up to now, we only reaggregated total TECs (EpCAM positive) with T-cell progenitors, but TECs are already diverse at E16.5. Given that a sufficient number of cells for reaggregation can only be reached by pooling dissociated organoids, we cannot exclude the influence of inter-clonal heterogeneity on the functional potential of organoid-cultured TECs.

Further functional characterization could also be performed for ORFTOC-generated T cells. Indeed, we could not detect a population of CD45.2 ORFTOC-derived T cells in the periphery of the graft recipient. We believe that this is due to a dilution effect, as T cells originating from the graft are competing with those from the endogenous thymus. Further grafting experiments in nude mice would be required to study tolerance induction by ORFTOC-derived T cells as well as their ability to mount an immune response.

Merging the organoid and the thymus fields nevertheless opens up new opportunities to gain insights into TEC biology and to study T-cell development *in vitro* in a physiological manner. As TECs undergo deterioration during ageing and different medical conditions, the newly generated thymic epithelial organoids might also pave the way for future thymus regeneration strategies. Finally, thymic epithelial organoids are, to the best of our knowledge, the first bona fide organoids originating from the stromal compartment of a lymphoid organ.

## MATERIALS AND METHODS

### Mice

C57BL/6J P0 mouse bodies were obtained through the EPFL Organ/Tissue Sharing Program (OptiMice) and were a kind gift from the Lashuel laboratory (EPFL, Switzerland). For all other *in vitro* experiments, C57BL/6J mice were purchased from Charles River France and maintained in the EPFL animal facility until use. For grafting experiments, Ly5.1 and C57BL/6J mice were bred and maintained in the mouse facility of the Department of Biomedicine at the University of Basel, Switzerland. For timed mating, noon of the day of the vaginal plug was considered as E0.5. Mice were housed in individual cages at 23±1°C with a 12 h light/dark cycle, and supplied with food and water *ad libitum*. All animal work was conducted in accordance with Swiss national guidelines, reviewed and approved by the Cantonal Veterinary Offices of Vaud and of Basel-Stadt (license numbers VD3035.1, VD3823, VD3694 and BS2321).

### Isolation of TECs

E16.5 embryonic and P0 neonatal thymi were dissected and collected in Eppendorf tubes containing FACS buffer [PBS (Gibco,10010-015)+2% fetal bovine serum (FBS; Thermo Fisher Scientific, 26140079)]. Lobes were rinsed with PBS and digested with 475 µl TrypLE (Gibco, 12605-028) for 5 min at 37°C under agitation (Eppendorf, ThermoMixer C). Lobes were pipetted to promote dissociation, 25 μl DNase (Sigma-Aldrich, 10104159001; from 1 mg/ml stock) was added and the tubes were incubated for another 5 min. Lobes were again pipetted to help dissociation, TrypLE was quenched with 1 ml Adv. DMEM/F12 (Thermo Fisher Scientific, 12634028) containing 10% FBS and the cell suspension was filtered through a 40 μm strainer. The cells were pelleted and resuspended in FACS buffer. Cell suspensions from P0 thymi were processed through a CD45-depletion step using immunomagnetic beads (Miltenyi Biotec, 130-052-301; 1/10). After a 20 min incubation at 4°C, the unbound complexes were washed and the cells processed through magnetic columns (Miltenyi Biotec, 130-042-401) following the manufacturer's instruction. The CD45-depleted fraction was collected and stained for sorting. Cell suspensions were then stained for 20 min at 4°C protected from light with the antibodies listed hereafter. For total TECs: Ter119-FITC (BioLegend, 116205; 1/100), EpCAM-PE (BioLegend, 1198206; 1/80), PDGFR-α-APC (BioLegend, 135907; 1/40), PDGFR-β-ACP (BioLegend, 136007; 1/40), CD31-PE-Cy7 (BioLegend, 102524; 1/160), MHCII-APC/Fire750 (BioLegend, 107651; 1/160), CD45-Pacific Blue (BioLegend, 103126; 1/200).

For cTECs and mTECs, cells were first incubated with UEA1 (Vector Laboratories B-1065; 1/800), then washed and incubated with CD45-FITC (BioLegend, 103108; 1/100), Ter119-FITC (BioLegend, 116205; 1/100) (together referred as Lineage), EpCAM-PE (BioLegend, 1198206; 1/80), Streptavidin-BV711 (BioLegend, 405241; 1/80) and CD205-APC (Thermo Fisher Scientific, 17-2051-82; 1/400).

DAPI (Tocris, 4748; 0.5 μg/ml) was used to exclude dead cells. After staining, the antibodies were washed and the cells resuspended in FACS buffer for sorting using an Aria Fusion (BD Biosciences). The sorting strategy for isolating EpCAM^+^ TECs is shown in Fig. S1A. For cTECs and mTECs, live cells were gated on EpCAM^+^, Lineage^−^ and separated into cTECs and mTECs based on CD205 and UEA1 staining (Fig. S1E). Sorted cells were collected in TEC medium (see below) containing 2% FBS and 2.5 μM thiazovivin (Stemgen, AMS.04-0017).

### CellTrace labelling

Sorted TECs were equally divided into two sets and labelled with either CellTrace Oregon Green 488 (carboxy-DFFDA SE) (Thermo Fisher Scientific, C34555) or CellTrace Far Red (Thermo Fisher Scientific, C34572) according to the manufacturer's instructions. After washes, labelled cells were mixed in a 1:1 ratio and plated as described below.

### Thymic epithelial organoid culture

Sorted TECs were embedded in growth factor-reduced Matrigel (Corning, 356231) (∼1.55×10^4^ cells per 20 ml drop) and plated in 24-well plates (Corning, 353047; or Ibidi, 82426). After Matrigel polymerization, TEC medium was added. TEC medium consisted of organoid basal medium [Advanced DMEM/F-12 supplemented with 1× GlutaMAX (Thermo Fisher Scientific, 35050038), 10 mM HEPES (Thermo Fisher Scientific, 15630056), 100 μg ml^−1^ Penicillin–Streptomycin (Thermo Fisher Scientific, 15140122), 1× B-27 supplement (Thermo Fisher Scientific, 17504001), 1× N2 supplement (Thermo Fisher Scientific, 17502001), 1 mM N-acetylcysteine (Sigma-Aldrich, A9165)] plus 100 ng ml^−1^ FGF7 (Peprotech, 100-19). For the first 2 days, 2.5 μM thiazovivin was also added to the medium. Medium was changed every second day. Organoids were cultured at 37°C with 5% CO_2_.

### Organoid proliferation assays and organoid-forming efficiency

Sorted TECs were embedded in 10 μl Matrigel drops (∼7.5×10^3^ cells/drop) in a 48-well plate (Corning, 353078). On the day of seeding (day 0), at days 1, 3, 5 and 7, 220 μM resazurin (Sigma-Aldrich, R7017) was added to organoid basal medium and incubated with the cells for 4 h at 37°C. Afterwards, the resazurin-containing medium was collected and replaced by fresh TEC medium with or without FGF7. Organoid proliferation was estimated by measuring the reduction of resazurin to fluorescent resorufin in the medium using a Tecan Infinite F500 microplate reader with 560 nm excitation and 590 nm emission filters. For analysis, data were normalized from minimum to maximum.

Organoid-forming efficiency was estimated by calculating the ratio of the number of cells at day 1 to the number of organoids at day 7 in the same field of view.

### Bulk transcriptome profiling

Sorted TECs were culture as indicated above. As controls, sorted TECs from E16.5 embryos were either directly lysed in RLT buffer (QIAGEN, 74004) containing 40 mM DTT (ITW Reagents, A2948) or cultured in 2D on plates coated with 6 μg/ml laminin (R&D Systems, 3446-005-01). Cultures were maintained in TEC medium. Organoids were collected in cold PBS to dissolve Matrigel and then lysed in RLT buffer with DTT. They were collected after 3 and 7 days. Cells cultured in 2D were directly collected in RLT buffer with DTT. They were collected once a confluent monolayer formed, after 3 days, as prolonged culture in these conditions lead to cell detachment and death. RNA was extracted using the QIAGEN RNeasy Micro Kit (QIAGEN, 74004) according to the manufacturer's instructions. Purified RNA was quality checked using a TapeStation 4200 (Agilent), and 88 ng were used for QuantSeq 3′ mRNA-Seq library construction according to the manufacturer's instructions (Lexogen, 015.96). Libraries were quality checked using a Fragment Analyzer (Agilent) and were sequenced in a NextSeq 500 (Illumina) using NextSeq v2.5 chemistry with Illumina protocol #15048776. Reads were aligned to the mouse genome (GRCm39) using star (version 2.7.0e). R (version 4.1.2) was used to perform differential expression analyses. Count values were imported and processed using edgeR (Robinson et al., 2010). Expression values were normalized using the trimmed mean of M values (TMM) method and genes expressed at low levels (<1 count per million) and genes present in fewer than three samples were filtered out. Differentially expressed genes were identified using linear models (Limma-Voom) (Smyth et al., 2018), and *P*-values were adjusted for multiple comparisons by applying the Benjamini–Hochberg correction method (Reiner et al., 2003). Voom expression values were used for hierarchical clustering using the function hclust (https://www.rdocumentation.org/packages/stats/versions/3.6.2/topics/hclust) with default parameters, and for heatmap generation. *Foxn1* target genes corresponded to the Top 30 list from Žuklys et al. (2016). Some genes were filtered out owing to the aforementioned exclusion criteria. Single sample gene set enrichment analysis (GSEA) (Subramanian et al., 2005) was used to score the E2F targets hallmark proliferation gene set (Howe et al., 2018; Liberzon et al., 2015) between samples.

### Whole-mount immunofluorescence staining

Organoid samples were fixed in 4% paraformaldehyde (Thermo Fisher Scientific, 15434389) in PBS for 30 min at room temperature and subsequently washed with PBS. Samples were permeabilized in 0.2% Triton X-100 (Sigma-Aldrich, T8787), 0.3 M glycine (Invitrogen, 15527-013) in PBS for 30 min at room temperature and blocked in 10% serum [goat (Thermo Fisher Scientific, 16210064) or donkey (Abcam, ab7475)], 0.01% Triton X-100 and 0.3 M glycine in PBS for 4 h at room temperature. Samples were then incubated with primary antibodies overnight at 4°C, washed with PBS, incubated with secondary antibodies overnight at 4°C, and washed with PBS. Mounting was carried out with Fluoromount-G (SouthernBiotech, 0100-01). The following primary and secondary antibodies were used: MHCII-Biotin (BioLegend, 107603; 1/200), UEA1 (Vector Laboratories, B-1065; 1/500), keratin 5 (BioLegend, 905501; 1/200), keratin 8 (Abcam, ab53280; 1/200), Ki67 (BD Pharmingen, 550609; 1/200), EpCAM-APC (Invitrogen, 17-5791-82; 1/200), Streptavidin Alexa 488 (Thermo Fisher Scientific, S-11223; 1/500), Streptavidin Alexa 647 (Thermo Fisher Scientific, S-21374; 1/500), goat anti-rat Alexa 647 (Thermo Fisher Scientific, A-21247; 1/500), donkey anti-mouse Alexa 568 (Thermo Fisher Scientific, A-10037; 1/500), donkey anti-rabbit Alexa 488 (Thermo Fisher Scientific, A-21206; 1/500), donkey anti-rabbit Alexa 568 (Thermo Fisher Scientific, A-11077; 1/500). DAPI (Tocris, 4748, 1 mg/ml) was used to stain nuclei.

### Reaggregate culture

E13.5 embryonic thymi were dissected and collected in Eppendorf tubes containing FACS buffer. Lobes were rinsed with PBS and digested with 475 μl TrypLE and 25 μl DNase (from 1 mg/ml stock) for 5 min under agitation. Lobes were pipetted to help dissociation and TrypLE was quenched with 1 ml Adv. DMEM/F12 containing 10% FBS. The cells were pelleted and resuspended in FACS buffer for immunomagnetic cell separation with EpCAM-conjugated beads (Miltenyi Biotec, 130-105-958; 1/4). After a 20 min incubation at 4°C, the unbound complexes were washed and the cells processed through magnetic columns (Miltenyi Biotec, 130-042-401) following the manufacturer's instruction. The EpCAM-depleted fraction was collected and used to prepare reaggregates with dissociated thymic epithelial organoids and MEFs.

Thymic epithelial organoids at day 7 of culture were collected in cold Advanced DMEM/F-12 supplemented with 1× GlutaMAX, 10 mM HEPES and 100 μg ml^−1^ Penicillin–Streptomycin. Organoids were pelleted and digested with 950 μl TrypLE and 50 μl DNase (from 1 mg/ml) for 5 min at 37°C. Organoids were pipetted to improve dissociation. In case digestion was insufficient, organoids were further digested for 5 min with Trypsin+0.25% EDTA (Gibco, 25200-072) at 37°C and pipetted until the obtention of a single-cell suspension. Dissociation was quenched with Adv. DMEM/F12 containing 10% FBS and the cells pelleted.

Wild-type MEFs were a kind gift from the Blackburn laboratory (Centre for Regenerative Medicine, Institute for Regeneration and Repair, School of Biological Sciences, University of Edinburgh, Edinburgh, UK). MEFs were cultured in Advanced DMEM/F-12 supplemented with 1× GlutaMAX, 1× Non-Essential Amino Acids (Gibco, 11140035), 100 μg ml^−1^ Penicillin–Streptomycin and 10% FBS on gelatin-coated dishes (0.1% gelatin in H_2_O) (Sigma-Aldrich, G1890). MEFs were harvested using Trypsin EDTA 0.25% for 2 min at 37°C. Dissociation was quenched with Adv. DMEM/F12 containing 10% FBS and the cells pelleted.

For reaggregates using adult DN1 thymocytes as input population, adult thymi were dissected from 4-week-old female C57BL/6J mice. Thymi were cut into small pieces with a scalpel to liberate thymocytes, which were filtered to a single-cell suspension with a 40 μm strainer. Cells were incubated with APC anti-mouse CD8a Antibody (BioLegend, 100711; 1/50) for 20 min at 4°C in FACS buffer and washed. Cells were then incubated with anti-APC magnetic beads (Miltenyi Biotec, 130-090-855; 1/4) for 20 min at 4°C. The unbound beads were washed away and the cells processed through magnetic columns following the manufacturer's instructions. The APC-depleted fraction was collected and used for staining with the following antibodies: Ter119-FITC (BioLegend, 116205; 1/800), Cd45R-FITC (BioLegend, 103205; 1/800), CD11b-FITC (Thermo Fisher Scientific, 11-0112-82; 1/800), Ly-6G-FITC (BioLegend, 108405; 1/800), Cd11C-FITC (BioLegend, 117306; 1/800), NK-1.1-FITC (BioLegend, 108705; 1/800), CD3-FITC (BioLegend, 100306), CD4-FITC (BioLegend, 100510), (together referred to as Lineage) CD45-Pacific Blue (BioLegend, 103126; 1/200) or CD45-AF700 (BioLegend, 103127; 1/160), CD44-PE (BioLegend, 103008; 1/160), CD25-BV711 (BioLegend, 102049; 1/160) and DAPI (Tocris, 4748; 0.5 μg/ml). After staining, the antibodies were washed and the cells resuspended in FACS buffer for sorting using an Aria Fusion (BD Biosciences). The sorting strategy for isolating DN1 thymocytes was gating on cells, single cells, live cells, CD45^+^ Lineage^−^ cells, and CD44^+^ CD25^−^ cells. DN1 thymocytes were collected in ORFTOC medium (see below).

ORFTOCs were prepared as previously described (Sheridan et al., 2009). Briefly, the cell suspension for each ORFTOC typically contained 10^5^ EpCAM-depleted cells, 10^5^ thymic epithelial organoid cells and 10^5^ MEFs (or 10^5^ thymic epithelial organoid cells, 4×10^4^ DN1 thymocytes and 10^5^ MEFs). These cells were transferred to an Eppendorf tube and pelleted. The pellet was resuspended in 60 μl of the medium used for culture, and transferred to a tip sealed with Parafilm inside a 15 ml Falcon tube. Cells were pelleted inside the tip for 5 min at 470 ***g***. The pellet was then gently extruded on top of a filter membrane (Merck, ATTP01300) floating on culture medium in 24-well plate. ORFTOC culture medium consisted of advanced DMEM/F-12 supplemented with 1× GlutaMAX, 1× Non-Essential Amino Acids, 100 μg ml^−1^ Penicillin–Streptomycin, 2% FBS and 100 ng/ml FGF7. 2.5 μM Thiazovivin was added for the first 2 days of culture and half of the medium volume was changed every second day.

Controls in which one of the cell population was absent were made the same way. For FTOC controls, E13.5 dissected lobes were directly placed on top of a filter membrane and also cultured in ORFTOC medium.

All cultures were maintained at 37°C with 5% CO_2_.

### Flow cytometry analysis of ORFTOCs and FTOCs

After 6, 13 or 20 days in culture, ORFTOCs, FTOCs, reaggregates with DN1 thymocytes and control reaggregates were gently detached from the filter membrane by pipetting and transferred to Eppendorf tubes, together with the culture medium to collect recently emigrated T cells. Samples were pelleted, rinsed with PBS and digested with 200 μl TrypLE for 10 min at 37° C with agitation on an Eppendorf shaker (800 rpm). Dissociation was quenched with 1 ml Adv. DMEM/F12 containing 10% FBS and the cells pelleted. Cells were resuspended in FACS buffer for staining. The cells were incubated for 20 min with the following antibodies: Ter119-FITC (BioLegend, 116205; 1/800), Cd45R-FITC (BioLegend, 103205; 1/800), CD11b-FITC (Thermo Fisher Scientific, 11-0112-82; 1/800), Ly-6G-FITC (BioLegend, 108405; 1/800), Cd11C-FITC (BioLegend, 117306; 1/800), NK-1.1-FITC (BioLegend, 108705; 1/800) (together referred to as Lineage), CD44-PE (BioLegend, 103008; 1/160), CD69-APC (BioLegend, 104513; 1/160), CD4-BV605 (BioLegend, 100548; 1/40), CD3-PerCP/Cy5.5 (BioLegend, 100327; 1/160), CD8-PE/Cy7 (BioLegend, 100722; 1/160), CD25-BV711 (BioLegend, 102049; 1/160), CD45-AF700 (BioLegend, 103127; 1/160), TCRβ-BV421 (BioLegend, 109230; 1/80) and DAPI (Tocris, 4748, 0.5 μg/ml). After staining, the antibodies were washed and the cells resuspended in FACS buffer for analysing using a LSR Fortessa Cytometer (BD Biosciences). The gating strategy for analysis is shown in Fig. S2B. Beads (UltraComp; Thermo Fisher Scientific, 01-3333-42) were used for single-colour staining for compensation. Gates were based on T cells extracted from young adult mice. Flow cytometry data were analysed using FlowJo (BD Biosciences, version 10.9.0).

### Single-cell transcriptome profiling

After 13 days in culture, ORFTOC and FTOC samples were collected and dissociated as described for flow cytometry analysis. After dissociation, two ORFTOC samples and two FTOC samples were pooled, respectively. For each pool, 500,000 cells were incubated with 1 μl TotalSeq Antibody (HTO) (BioLegend, 155863 and 155861) in 50 μl FACS buffer for 30 min on ice. Antibodies were washed twice with FACS buffer and the single-cell suspensions filtered through a 40 μm strainer. After cell count, samples were mixed in a 1:1 ratio and processed using Chromium Next GEM Single Cell 5′ Reagent Kits v2 (Dual Index) with Feature Barcode technology for Cell Surface Protein & Immune Receptor Mapping reagents (10x Genomics, PN-1000265, PN-1000256, PN-1000190, PN-1000287, PN-1000215 and PN-100025) following the manufacturer's instructions. The Single Cell Mouse TCR amplification Kit (10x Genomics, 1000254) was used to prepare TCR libraries. Sequencing was carried out using NovaSeq v1.5 STD (Illumina protocol #1000000106351 v03) for around 100,000 reads per cell. The reads were aligned using Cell Ranger v6.1.2 to the mouse genome (mm10). Raw count matrices were imported into R and analysed using Seurat v4.2.0 (Hao et al., 2021). HTO with fewer than 100 features and fewer than 1 count were discarded. Cells with fewer than 600 features, <0.4 or >10% mitochondrial genes were discarded. Demultiplexing was performed using HTODemux with standard parameters. Doublets were removed using recoverDoublets from scDblFinder package (Germain et al., 2022) and based on doublets identified from HTOs. Data were normalized using SCTransform and with cell cycle score as variable to regress. The three clusters representing the main cell types were obtained using principal component analysis and UMAP with 18 dimensions and a resolution of 0.005. Each cell type was then subset and thresholded based on *EpCAM*, *Ptprc* and *Pdgfra* expression. Epithelial clusters were identified using 18 dimensions and a resolution of 0.4, leading to seven clusters that were named based on markers from previous datasets (Baran-Gale et al., 2020; Bautista et al., 2021; Bornstein et al., 2018; Gao et al., 2022; Kernfeld et al., 2018; Park et al., 2020). Immune clusters were identified using 18 dimensions and a resolution of 3. Immune clusters were further merged to obtain 14 clusters representing main T-cell developmental stages based on markers from previous datasets (Cordes et al., 2022; Mingueneau et al., 2013; Park et al., 2020; Rothenberg, 2021). The number of cells per cluster in both FTOC and RFTOC samples were calculated to show HTO repartition between both samples. TCR analysis was conducted using scRepertoire (Borcherding et al., 2020). Filtered contig output from Cell Ranger was used as input and added to immune cell metadata. Productive cells with both TRA and TRB chains were plotted on the UMAP, and the percentage of productive cells (either at least TRB chain with no NA and no double chain, or both TRA and TRB chains with no NA and double chain accepted only for TRA) per cluster was calculated. The mouse samples from the dataset from Park et al. (2020) were used for alignment. H5ad files were converted to Seurat objects. TECs (E14.5, E18.5, 6 days and 4 weeks old) were subset from the stromal dataset used in the study (GSE103967). Four-week-old T cells from the Park et al. dataset were subset from the mouse total dataset (doi:10.5281/zenodo.3572422). Alignment was performed using SCTransform and canonical correlation analysis (CCA) with the Park dataset labelled as reference and otherwise default parameters.

### Kidney capsule grafting and analysis

Transplants were perfomed after 5 days of culture. ORFTOCs were grafted in CD45.1 host mice and FTOC controls in CD45.2 host mice. Mice were treated with the analgesic carprofen (10 mg/kg in drinking water) 12-24 h prior to transplantation. Mice were anaesthetized with Ketalar/Rompun (100 mg/kg ketamine and 20 mg/kg xylazine, intraperitoneal). Lacrinorm eye gel (Bausch+Lomb) was administered to avoid dehydration of the cornea during the procedure. Anaesthetized mice were shaved laterally and disinfected using Betadine. The surgery was performed on a heating pad in order to minimize body temperature drop. A small incision of approximately 1 cm was made first on the skin and then in the peritoneum. By pulling at the posterior fat of the kidney with forceps, the kidney was exposed outside of the peritoneum and kept wet with PBS. Under the microscope, an incision and a channel were made with watchmaker forceps on the kidney capsule's membrane and one ORFTOC or FTOC was placed under the membrane. After positioning the kidney back into the peritoneum, the wound was closed with two stitches (resorbable suture material 5/0; Polyactin 910; RB-1 plus; Johnson & Johnson). The skin opening was closed with staples, which were removed 7-10 days later. An analgesic (Temgesic, buprenorphine 0.1 mg/kg, subcutaneous) was administered at the end of the procedure followed by continuous treatment of transplanted mice by carprofen (10 mg/kg in drinking water) for 3 days. After the transplants, mice were monitored daily and weighed every second day to confirm their wellbeing. Grafts were analysed 5 weeks after transplantation.

At the time of analysis, mice were euthanized with CO_2_ and kidneys retrieved. Grafts were separated from the kidney under the microscope. Native thymi were used as controls. To collect T cells, grafts and thymi were mechanically dissociated by pipetting in FACS buffer. Single-cell suspensions were then stained with Zombie NIR (BioLegend, 423105; 1/1000) for 30 min at 4°C. Samples were washed with FACS buffer and incubated with the following Lineage antibodies for 30 min at 4°C: CD11b Biotin (BioLegend, 101204; 1/1000), CD11c Biotin (BioLegend, 117304; 1/1000), CD19 Biotin (BioLegend, 101504; 1/1000), DX5 Biotin (BioLegend, 108904; 1/1000), MHCII Biotin (BioLegend, 116404; 1/1000), GR1 Biotin (BioLegend, 108404; 1/1000), F4/80 Biotin (BioLegend, 123100; 1/1000), Ter119 Biotin (BioLegend, 116204; 1/1000) and NK-1.1 Biotin (BioLegend, 108704; 1/1000). After washes, samples were incubated with the following antibodies for 30 min at 4°C: CD45.1-PerCP-Cy5.5 (BioLegend, 110728; 1/500), CD45.2-BV650 (BioLegend, 109836; 1/200), CD4-BUV563 (Thermo Fisher Scientific, 365-0042-82; 1/1000), CD8-BUV615 (Thermo Fisher Scientific, 366-0081-82; 1/500), TCRαβ-PE-Dazzle594 (BioLegend, 109220; 1/500), TCRγδ-PE (BioLegend, 118108; 1/500), CD69-FITC (BioLegend, 104506; 1/500), CD24-APC (BioLegend, C101814; 1/1000), CD44-BV785 (BioLegend, 103059; 1/500), Ckit-BUV737 (Thermo Fisher Scientific, 367-1171-82; 1/200), CD71-PE-Cy7 (BioLegend, 113812; 1/200), Sca1-BUV395 (Thermo Fisher Scientific, 363-5981-82; 1/500), CD25-BV605 (BioLegend, 102036; 1/500), CD5-APC-eF780 (Thermo Fisher Scientific, 47-0015-82; 1/500) and Streptavidin-BV510 (Biolegend, 405234; 1/500). After final washes, samples were resuspended in FACS buffer and analysed on an Aurora flow cytometer (Cytek Biosciences). Flow cytometry data were then analysed using FlowJo (version 10.9.0).

### Sectioning, immunofluorescence staining and RNAscope on sections

Organoids, ORFTOCs, FTOCs and grafts were fixed in 4% paraformaldehyde in PBS for 30 min at room temperature (organoids) to overnight at 4°C (ORFTOCs, FTOCs, grafts). Samples were then washed with PBS and either processed for cryosectioning or for paraffin embedding.

For cryosectioning, samples were incubated in 30% (W/V) sucrose (Sigma-Aldrich, S1888) in PBS until the sample sank. Subsequently, samples were incubated for 12 h in a mixture of Cryomatrix (Epredia, 6769006) and 30% sucrose (Sigma-Aldrich, 84097) (mixing ratio 50/50), followed by a 12 h incubation in pure Cryomatrix. The samples were then embedded in a tissue mould, frozen on dry ice or in isopentane cooled by surrounding liquid nitrogen, and 10-µm-thick sections were cut at −20°C using a CM3050S cryostat (Leica Biosystems).

For paraffin embedding, organoid, ORFTOC and FTOC samples were embedded in HistoGel (Thermo Fisher Scientific, HG-4000-012) before being placed into histology cassettes. Cassettes were then processed with a Tissue-Tek VIP 6 AI Vacuum Infiltration Processor (Sakura) and embedded in paraffin, then 4 µm paraffin sections were obtained with a Leica RM2265 microtome. Slides were processed through de-waxing and antigen retrieval in citrate buffer at pH 6.0 using a heat-induced epitope retrieval PT module (Thermo Fisher Scientific) before proceeding with immunostaining.

Sections were blocked and permeabilized for 30 min in 1% bovine serum albumin (Thermo Fisher Scientific, 15260-037), 0.2% Triton X-100 in PBS and blocked for 30 min in 10% goat or donkey serum in PBS at room temperature. Primary antibodies were incubated overnight at 4°C in 1.5% donkey or goat serum in PBS. On the following day, slices were washed twice in 1% bovine serum albumin, 0.2% Triton X-100 in PBS and incubated with secondary antibodies at room temperature for 45 min. Finally, slices were washed twice in 0.2% Triton X-100 in PBS and mounted with Fluoromount-G. The following primary and secondary antibodies were used: UEA1 (Vector Laboratories, B-1065; 1/500), keratin 5 (BioLegend, 905501; 1/200), keratin 8 (Abcam, ab53280; 1/200), CD3ε (Thermo Fisher Scientific, MA5-14524; 1/200), MHCII-Biotin (BioLegend, 107603; 1/200) EpCAM-PE (BioLegend, 118206; 1/200), Aire (Thermo Fisher Scientific, 14-5934-82; 1/50), Streptavidin Alexa 488 (Thermo Fisher Scientific, S-11223; 1/500), goat anti-rat Alexa 568 (Thermo Fisher Scientific, A-11077; 1/500) and donkey anti-rabbit Alexa 647 (Thermo Fisher Scientific, A-31573; 1/500). Nuclei were stained with DAPI (Tocris, 4748, 1 μg/ml).

RNAscope Multiplex Fluorescent V2 assay (Bio-Techne, 323110) was performed according to the manufacturer's protocol. Paraffin sections were hybridized with the probes Mm-Foxn1 (Bio-Techne, 482021). Mm-3Plex probes (Bio-Techne, 320881) and 3Plex Dapb probes (Bio-Techne, 320871) were used as positive and negative controls, respectively. Probes were incubated at 40°C for 2 h, and the different channels were revealed with TSA Opal570 (Akoya Biosciences, FP1488001KT). Tissues were counterstained with DAPI and mounted with ProLong Gold Antifade Mountant (Thermo Fisher Scientific, P36930). Haematoxylin and Eosin staining was performed using a Ventana Discovery Ultra automated slide preparation system (Roche).

### Microscopy and image analysis

Live brightfield imaging was performed using a Nikon Eclipse Ti2 inverted microscope with 4×/0.13 NA, 10×/0.30 NA and 40×/0.3 NA air objectives and a DS-Qi2 camera (Nikon Corporation). Time-lapse movies were obtained with a Nikon Eclipse Ti inverted microscope system equipped with a 20×/0.45 NA air objective and a DS-Qi2 camera (Nikon Corporation). Both microscopes were controlled using the NIS-Elements AR software (Nikon Corporation). Extended depth of field (EDF) of brightfield images was calculated using a built-in NIS-Elements function. Fluorescent confocal imaging of fixed whole-mount and sections was carried out on a Leica SP8 microscope system, equipped with 20×/0.75 NA air and 40×/1.25 glycerol objectives, 405 nm, 488 nm, 552 nm and 638 nm solid state lasers, DAPI, FITC, RHOD and Y5 filter cubes, a DFC 7000 GT (Black/White) camera and a CCD greyscale chip. Sections were also imaged on a Leica DM5500 upright microscope equipped with 20×/0.7 NA air and 40×/1 NA oil objectives, a DFC 3000 (black/white) or a DMC 2900 (colour) cameras and a CCD greyscale or a CMOS colour chips, respectively. Both Leica microscopes were controlled by the Leica LAS-X software (Leica microsystems). For image processing, only standard contrast- and intensity-level adjustments were performed, using Fiji/ImageJ (NIH) (version 2.1.0/1.53c).

### Statistics

The number of replicates (*n*), the number of independent experiments or animals, the type of statistical tests performed, and the statistical significance are indicated for each graph in the figure legend. Statistical significance was analysed using either unpaired *t*-test, one-way ANOVA or its nonparametric equivalent (Kruskal–Wallis test), or two-way ANOVA. For multiple comparisons, one-way ANOVA were followed by Tukey's test, Kruskal–Wallis test by Dunn's test, and two-way ANOVA by Tukey's or Šidák's test. For unpaired *t*-test, data normality and equality of variances were previously tested with Shapiro–Wilk and F test, respectively. For one-way ANOVA, these assumptions were tested with Shapiro–Wilk and Brown–Forsythe test. Grubbs test was used to determine the presence of outliers across scRNAseq subpopulations. In all cases, values were considered significant when *P*≤0.05. Graphs show individual datapoints with mean±standard deviation (s.d.). Tests were performed using Prism (GraphPad, version 9.4.0), except Grubbs test, which was performed using the GraphPad website (https://www.graphpad.com/quickcalcs/grubbs1/). Graphs were generated using Prism.

## Supplementary Material

10.1242/develop.202853_sup1 Supplementary information

Table S1,2. Differentially expressed genes and Voom expression from bulk RNA sequencing analysis. Tables with differential expression and Voom expression for the three conditions (*In vivo*, Organoids and 2D) analysed in the article.

## References

[DEV202853C1] Alawam, A. S., Anderson, G. and Lucas, B. (2020). Generation and regeneration of thymic epithelial cells. *Front. Immunol.* 11, 858. 10.3389/fimmu.2020.0085832457758 PMC7221188

[DEV202853C2] Anderson, G. and Jenkinson, E. J. (1998). Use of explant technology in the study of in vitro immune responses. *J. Immunol. Methods* 216, 155-163. 10.1016/S0022-1759(98)00076-39760221

[DEV202853C3] Anderson, G., Jenkinson, E. J., Moore, N. C. and Owen, J. J. T. (1993). MHC class II-positive epithelium and mesenchyme cells are both required for T-cell development in the thymus. *Nature* 362, 70-73. 10.1038/362070a08446171

[DEV202853C4] Anderson, K. L., Moore, N. C., McLoughlin, D. E. J., Jenkinson, E. J. and Owen, J. J. T. (1998). Studies on thymic epithelial cells in vitro. *Dev. Comp. Immunol.* 22, 367-377. 10.1016/S0145-305X(98)00011-19700465

[DEV202853C5] Asnaghi, M. A., Barthlott, T., Gullotta, F., Strusi, V., Amovilli, A., Hafen, K., Srivastava, G., Oertle, P., Toni, R., Wendt, D. et al. (2021). Thymus extracellular matrix–derived scaffolds support graft–resident thymopoiesis and long–term in vitro culture of adult thymic epithelial cells. *Adv. Funct. Mater.* 31, 2010747. 10.1002/adfm.20201074734539304 PMC8436951

[DEV202853C6] Baran-Gale, J., Morgan, M. D., Maio, S., Dhalla, F., Calvo-Asensio, I., Deadman, M. E., Handel, A. E., Maynard, A., Chen, S., Green, F. et al. (2020). Ageing compromises mouse thymus function and remodels epithelial cell differentiation. *eLife* 9, e56221. 10.7554/eLife.5622132840480 PMC7490013

[DEV202853C7] Bautista, J. L., Cramer, N. T., Miller, C. N., Chavez, J., Berrios, D. I., Byrnes, L. E., Germino, J., Ntranos, V., Sneddon, J. B., Burt, T. D. et al. (2021). Single-cell transcriptional profiling of human thymic stroma uncovers novel cellular heterogeneity in the thymic medulla. *Nat. Commun.* 12, 1096. 10.1038/s41467-021-21346-633597545 PMC7889611

[DEV202853C8] Boehm, T. and Swann, J. B. (2013). Thymus involution and regeneration: two sides of the same coin? *Nat. Rev. Immunol.* 13, 831-838. 10.1038/nri353424052146

[DEV202853C9] Bonfanti, P., Claudinot, S., Amici, A. W., Farley, A., Blackburn, C. C. and Barrandon, Y. (2010). Microenvironmental reprogramming of thymic epithelial cells to skin multipotent stem cells. *Nature* 466, 978-982. 10.1038/nature0926920725041

[DEV202853C10] Borcherding, N., Bormann, N. L. and Kraus, G. (2020). scRepertoire: an R-based toolkit for single-cell immune receptor analysis. *F1000Res.* 9, 47 10.12688/f1000research.22139.132789006 PMC7400693

[DEV202853C11] Bornstein, C., Nevo, S., Giladi, A., Kadouri, N., Pouzolles, M., Gerbe, F., David, E., Machado, A., Chuprin, A., Tóth, B. et al. (2018). Single-cell mapping of the thymic stroma identifies IL-25-producing tuft epithelial cells. *Nature* 559, 622-626. 10.1038/s41586-018-0346-130022162

[DEV202853C12] Bourgine, P. E., Klein, T., Paczulla, A. M., Shimizu, T., Kunz, L., Kokkaliaris, K. D., Coutu, D. L., Lengerke, C., Skoda, R., Schroeder, T. et al. (2018). In vitro biomimetic engineering of a human hematopoietic niche with functional properties. *Proc. Natl. Acad. Sci. USA* 115, E5688-E5695. 10.1073/pnas.180544011529866839 PMC6016789

[DEV202853C13] Bredenkamp, N., Ulyanchenko, S., O'Neill, K. E., Manley, N. R., Vaidya, H. J. and Blackburn, C. C. (2014). An organized and functional thymus generated from FOXN1-reprogrammed fibroblasts. *Nat. Cell Biol.* 16, 902-908. 10.1038/ncb302325150981 PMC4153409

[DEV202853C14] Campinoti, S., Gjinovci, A., Ragazzini, R., Zanieri, L., Ariza-McNaughton, L., Catucci, M., Boeing, S., Park, J. E., Hutchinson, J. C., Muñoz-Ruiz, M. et al. (2020). Reconstitution of a functional human thymus by postnatal stromal progenitor cells and natural whole-organ scaffolds. *Nat. Commun.* 11, 6372. 10.1038/s41467-020-20082-733311516 PMC7732825

[DEV202853C15] Chaudhry, M. S., Velardi, E., Dudakov, J. A. and van den Brink, M. R. M. (2016). Thymus: the next (re)generation. *Immunol. Rev.* 271, 56-71. 10.1111/imr.1241827088907 PMC4837659

[DEV202853C16] Cordes, M., Canté-Barrett, K., van den Akker, E. B., Moretti, F. A., Kiełbasa, S. M., Vloemans, S. A., Garcia-Perez, L., Teodosio, C., van Dongen, J. J. M., Pike-Overzet, K. et al. (2022). Single-cell immune profiling reveals thymus-seeding populations, T cell commitment, and multilineage development in the human thymus. *Sci. Immunol.* 7, eade0182. 10.1126/sciimmunol.ade018236367948

[DEV202853C17] Fan, Y., Tajima, A., Goh, S. K., Geng, X., Gualtierotti, G., Grupillo, M., Coppola, A., Bertera, S., Rudert, W. A., Banerjee, I. et al. (2015). Bioengineering thymus organoids to restore thymic function and induce donor-specific immune tolerance to allografts. *Mol. Ther.* 23, 1262-1277. 10.1038/mt.2015.7725903472 PMC4817796

[DEV202853C18] Gao, H., Cao, M., Deng, K., Yang, Y., Song, J., Ni, M., Xie, C., Fan, W., Ou, C., Huang, D. et al. (2022). The lineage differentiation and dynamic heterogeneity of thymic epithelial cells during thymus organogenesis. *Front. Immunol.* 13, 805451. 10.3389/fimmu.2022.80545135273595 PMC8901506

[DEV202853C19] Germain, P. L., Robinson, M. D., Lun, A., Garcia Meixide, C. and Macnair, W. (2022). Doublet identification in single-cell sequencing data using scDblFinder. *F1000Res.* 10, 979. 10.12688/f1000research.73600.2PMC920418835814628

[DEV202853C20] Giger, S., Hofer, M., Miljkovic-Licina, M., Hoehnel, S., Brandenberg, N., Guiet, R., Ehrbar, M., Kleiner, E., Gegenschatz-Schmid, K., Matthes, T. et al. (2022). Microarrayed human bone marrow organoids for modeling blood stem cell dynamics. *APL Bioeng.* 6, 036101. 10.1063/5.009286035818479 PMC9270995

[DEV202853C21] Givony, T., Leshkowitz, D., Del Castillo, D., Nevo, S., Kadouri, N., Dassa, B., Gruper, Y., Khalaila, R., Ben-Nun, O., Gome, T. et al. (2023). Thymic mimetic cells function beyond self-tolerance. *Nature* 622, 164-172. 10.1038/s41586-023-06512-837674082

[DEV202853C22] Gordon, J. and Manley, N. R. (2011). Mechanisms of thymus organogenesis and morphogenesis. *Development* 138, 3865-3878. 10.1242/dev.05999821862553 PMC3160085

[DEV202853C23] Goyal, G., Prabhala, P., Mahajan, G., Bausk, B., Gilboa, T., Xie, L., Zhai, Y., Lazarovits, R., Mansour, A., Kim, M. S. et al. (2022). Ectopic lymphoid follicle formation and human seasonal influenza vaccination responses recapitulated in an organ-on-a-chip. *Adv. Sci.* 9, e2103241. 10.1002/advs.202103241PMC910905535289122

[DEV202853C24] Hao, Y., Hao, S., Andersen-nissen, E., Gottardo, R., Smibert, P., Hao, Y., Hao, S., Andersen-nissen, E., Iii, W. M. M., Zheng, S. et al. (2021). Integrated analysis of multimodal single-cell data. *Cell* 184, 3573-3587.e29. 10.1016/j.cell.2021.04.04834062119 PMC8238499

[DEV202853C25] Hofer, M. and Lutolf, M. P. (2021). Engineering organoids. *Nat. Rev. Mater.* 6, 402-420. 10.1038/s41578-021-00279-y33623712 PMC7893133

[DEV202853C26] Howe, D. G., Blake, J. A., Bradford, Y. M., Bult, C. J., Calvi, B. R., Engel, S. R., Kadin, J. A., Kaufman, T. C., Kishore, R., Laulederkind, S. J. F. et al. (2018). Model organism data evolving in support of translational medicine. *Lab. Anim. (NY).* 47, 277-289. 10.1038/s41684-018-0150-430224793 PMC6322546

[DEV202853C27] Hun, M., Ramshaw, J., Chidgey, A. P., Barsanti, M., Wong, K. and Werkmeister, J. (2016). Native thymic extracellular matrix improves in vivo thymic organoid T cell output, and drives in vitro thymic epithelial cell differentiation. *Biomaterials* 118, 1-15. 10.1016/j.biomaterials.2016.11.05427940379

[DEV202853C28] Irla, M., Hollander, G. and Reith, W. (2010). Control of central self-tolerance induction by autoreactive CD4+ thymocytes. *Trends Immunol.* 31, 71-79. 10.1016/j.it.2009.11.00220004147

[DEV202853C29] James, K. D., Jenkinson, W. E. and Anderson, G. (2021). Non-Epithelial stromal cells in thymus development and function. *Front. Immunol.* 12, 634367. 10.3389/fimmu.2021.63436733717173 PMC7946857

[DEV202853C30] Jenkinson, E. J., Anderson, G. and Owen, J. J. T. (1992). Studies on T cell maturation on defined thymic stromal cell populations in vitro. *J. Exp. Med.* 176, 845-853. 10.1084/jem.176.3.8451512547 PMC2119352

[DEV202853C31] Kadouri, N., Nevo, S., Goldfarb, Y. and Abramson, J. (2020). Thymic epithelial cell heterogeneity: TEC by TEC. *Nat. Rev. Immunol.* 20, 239-253. 10.1038/s41577-019-0238-031804611

[DEV202853C32] Kernfeld, E. M., Genga, R. M. J., Neherin, K., Magaletta, M. E., Xu, P. and Maehr, R. (2018). A single-cell transcriptomic atlas of thymus organogenesis resolves cell types and developmental maturation. *Immunity* 48, 1258-1270.e6. 10.1016/j.immuni.2018.04.01529884461 PMC6013397

[DEV202853C33] Kim, S., Shah, S. B., Graney, P. L. and Singh, A. (2019). Multiscale engineering of immune cells and lymphoid organs. *Nat. Rev. Mater.* 4, 355-378. 10.1038/s41578-019-0100-931903226 PMC6941786

[DEV202853C34] Klein, F., Veiga-Villauriz, C., Börsch, A., Maio, S., Palmer, S., Dhalla, F., Handel, A. E., Zuklys, S., Calvo-Asensio, I., Musette, L. et al. (2023). Combined multidimensional single-cell protein and RNA profiling dissects the cellular and functional heterogeneity of thymic epithelial cells. *Nat. Commun.* 14, 4071. 10.1038/s41467-023-39722-937429879 PMC10333192

[DEV202853C35] Lai, L. and Jin, J. (2009). Generation of thymic epithelial cell progenitors by mouse embryonic stem cells. *Stem Cells* 27, 3012-3020. 10.1002/stem.23819824081

[DEV202853C36] Lai, A. Y. and Kondo, M. (2007). Identification of a bone marrow precursor of the earliest thymocytes in adult mouse. *Proc. Natl. Acad. Sci. USA* 104, 6311-6316. 10.1073/pnas.060960810417404232 PMC1851047

[DEV202853C37] Lavaert, M., Liang, K. L., Vandamme, N., Park, J. E., Roels, J., Kowalczyk, M. S., Li, B., Ashenberg, O., Tabaka, M., Dionne, D. et al. (2020). Integrated scRNA-seq identifies human postnatal thymus seeding progenitors and regulatory dynamics of differentiating immature thymocytes. *Immunity* 52, 1088-1104.e6. 10.1016/j.immuni.2020.03.01932304633

[DEV202853C38] Lepletier, A., Hun, M. L., Hammett, M. V., Wong, K., Naeem, H., Hedger, M., Loveland, K. and Chidgey, A. P. (2019). Interplay between Follistatin, Activin A, and BMP4 signaling regulates postnatal thymic epithelial progenitor cell differentiation during aging. *Cell Rep.* 27, 3887-3901.e4. 10.1016/j.celrep.2019.05.04531242421

[DEV202853C39] Liberzon, A., Birger, C., Thorvaldsdóttir, H., Ghandi, M., Mesirov, J. P. and Tamayo, P. (2015). The molecular signatures database hallmark gene set collection. *Cell Syst.* 1, 417-425. 10.1016/j.cels.2015.12.00426771021 PMC4707969

[DEV202853C40] Lim, S., J. F. van Son, G., Wisma Eka Yanti, N. L., Andersson-Rolf, A., Willemsen, S., Korving, J., Lee, H. G., Begthel, H. and Clevers, H. (2024). Derivation of functional thymic epithelial organoid lines from adult murine thymus. *Cell Rep.* 43, 114019. 10.1016/j.celrep.2024.11401938551965

[DEV202853C41] Luis, T. C., Luc, S., Mizukami, T., Boukarabila, H., Thongjuea, S., Woll, P. S., Azzoni, E., Giustacchini, A., Lutteropp, M., Bouriez-Jones, T. et al. (2016). Initial seeding of the embryonic thymus by immune-restricted lympho-myeloid progenitors. *Nat. Immunol.* 17, 1424-1435. 10.1038/ni.357627695000 PMC5172420

[DEV202853C42] Meireles, C., Ribeiro, A. R., Pinto, R. D., Leitão, C., Rodrigues, P. M. and Alves, N. L. (2017). Thymic crosstalk restrains the pool of cortical thymic epithelial cells with progenitor properties. *Eur. J. Immunol.* 47, 958-969. 10.1002/eji.20174692228318017

[DEV202853C43] Michelson, D. A., Hase, K., Kaisho, T., Benoist, C., Michelson, D. A., Hase, K., Kaisho, T., Benoist, C. and Mathis, D. (2022). Thymic epithelial cells co-opt lineage-defining transcription factors to eliminate autoreactive T cells. *Cell* 185, 2542-2558.e18. 10.1016/j.cell.2022.05.01835714609 PMC9469465

[DEV202853C44] Mingueneau, M., Kreslavsky, T., Gray, D., Heng, T., Cruse, R., Ericson, J., Bendall, S., Spitzer, M. H., Nolan, G. P., Kobayashi, K. et al. (2013). The transcriptional landscape of αβ T cell differentiation. *Nat. Immunol.* 14, 619-632. 10.1038/ni.259023644507 PMC3660436

[DEV202853C45] Mohtashami, M. and Zúñiga-Pflücker, J. C. (2006). Cutting edge: three-dimensional architecture of the thymus is required to maintain delta-like expression necessary for inducing T cell development. *J. Immunol.* 176, 730-734. 10.4049/jimmunol.176.2.73016393955

[DEV202853C46] Montel-Hagen, A., Sun, V., Casero, D., Tsai, S., Zampieri, A., Jackson, N., Li, S., Lopez, S., Zhu, Y., Chick, B. et al. (2020). In vitro recapitulation of murine thymopoiesis from single hematopoietic stem cells. *Cell Rep.* 33, 108320. 10.1016/j.celrep.2020.10832033113379 PMC7727762

[DEV202853C47] Nusser, A., Sagar, Swann, J. B., Krauth, B., Diekhoff, D., Calderon, L., Happe, C., Grün, D. and Boehm, T. (2022). Developmental dynamics of two bipotent thymic epithelial progenitor types. *Nature* 606, 165-171. 10.1038/s41586-022-04752-835614226 PMC9159946

[DEV202853C48] Owen, J. J. T. and Ritter, M. A. (1969). Tissue interaction in the development of thymus lymphocytes. *J. Exp. Med.* 129, 431-442. 10.1084/jem.129.2.4315762051 PMC2138610

[DEV202853C49] Parent, A. V., Russ, H. A., Khan, I. S., Laflam, T. N., Metzger, T. C., Anderson, M. S. and Hebrok, M. (2013). Generation of functional thymic epithelium from human embryonic stem cells that supports host T cell development. *Cell Stem Cell* 13, 219-229. 10.1016/j.stem.2013.04.00423684540 PMC3869399

[DEV202853C50] Park, J. E., Botting, R. A., Conde, C. D., Popescu, D. M., Lavaert, M., Kunz, D. J., Goh, I., Stephenson, E., Ragazzini, R., Tuck, E. et al. (2020). A cell atlas of human thymic development defines T cell repertoire formation. *Science* 367, eaay3224. 10.1126/science.aay322432079746 PMC7611066

[DEV202853C51] Poznansky, M. C., Evans, R. H., Foxall, R. B., Olszak, I. T., Piascik, A. H., Hartman, K. E., Brander, C., Meyer, T. H., Pykett, M. J., Chabner, K. T. et al. (2000). Efficient generation of human T cells from a tissue-engineered thymic organoid. *Nat. Biotechnol.* 18, 729-734. 10.1038/7728810888839

[DEV202853C52] Purwada, A. and Singh, A. (2017). Immuno-engineered organoids for regulating the kinetics of B-cell development and antibody production. *Nat. Protoc.* 12, 168-182. 10.1038/nprot.2016.15728005068 PMC6355337

[DEV202853C53] Ragazzini, R., Boeing, S., Zanieri, L., Green, M., D'Agostino, G., Bartolovic, K., Agua-Doce, A., Greco, M., Watson, S. A., Batsivari, A. et al. (2023). Defining the identity and the niches of epithelial stem cells with highly pleiotropic multilineage potency in the human thymus. *Dev. Cell* 58, 2428-2446.e9. 10.1016/j.devcel.2023.08.01737652013 PMC10957394

[DEV202853C54] Ramos, S. A., Morton, J. J., Yadav, P., Reed, B., Alizadeh, S. I., Shilleh, A. H., Perrenoud, L., Jaggers, J., Kappler, J., Jimeno, A. et al. (2022). Generation of functional human thymic cells from induced pluripotent stem cells. *J. Allergy Clin. Immunol.* 149, 767-781.e6. 10.1016/j.jaci.2021.07.02134331993 PMC8815270

[DEV202853C55] Reiner, A., Yekutieli, D. and Benjamini, Y. (2003). Identifying differentially expressed genes using false discovery rate controlling procedures. *Bioinformatics* 19, 368-375. 10.1093/bioinformatics/btf87712584122

[DEV202853C56] Robinson, M. D., Mccarthy, D. J. and Smyth, G. K. (2010). edgeR : a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* 26, 139-140. 10.1093/bioinformatics/btp61619910308 PMC2796818

[DEV202853C57] Rossi, S. W., Jeker, L. T., Ueno, T., Kuse, S., Keller, M. P., Zuklys, S., Gudkov, A. V., Takahama, Y., Krenger, W., Blazar, B. R. et al. (2007). Keratinocyte growth factor (KGF) enhances postnatal T-cell development via enhancements in proliferation and function of thymic epithelial cells. *Blood* 109, 3803-3811. 10.1182/blood-2006-10-04976717213286 PMC1874572

[DEV202853C58] Rossi, G., Manfrin, A. and Lutolf, M. P. (2018). Progress and potential in organoid research. *Nat. Rev. Genet.* 19, 671-687. 10.1038/s41576-018-0051-930228295

[DEV202853C59] Rothenberg, E. V. (2021). Single-cell insights into the hematopoietic generation of T-lymphocyte precursors in mouse and human. *Exp. Hematol.* 95, 1-12. 10.1016/j.exphem.2020.12.00533454362 PMC8018899

[DEV202853C60] Seet, C. S., He, C., Bethune, M. T., Li, S., Chick, B., Gschweng, E. H., Zhu, Y., Kim, K., Kohn, D. B., Baltimore, D. et al. (2017). Generation of mature T cells from human hematopoietic stem and progenitor cells in artificial thymic organoids. *Nat. Methods* 14, 521-530. 10.1038/nmeth.423728369043 PMC5426913

[DEV202853C61] Sheridan, J. M., Taoudi, S., Medvinsky, A. and Blackburn, C. C. (2009). A novel method for the generation of reaggregated organotypic cultures that permits juxtaposition of defined cell populations. *Genesis* 351, 346-351. 10.1002/dvg.2050519370754

[DEV202853C62] Smyth, G. K., Ritchie, M. E., Law, C. W., Alhamdoosh, M., Su, S., Dong, X. and Tian, L. (2018). RNA-seq analysis is easy as 1-2-3 with limma, Glimma and edgeR. *F1000Res.* 5, 1408. 10.12688/f1000research.9005.3PMC493782127441086

[DEV202853C63] Steier, Z., Aylard, D. A., McIntyre, L. L., Baldwin, I., Jeong Yoon Kim, E., Lutes, L. K., Ergen, C., Huang, T.-S., Robey, E. A., Yosef, N. et al. (2023). Single-cell multi-omic analysis of thymocyte development reveals drivers of CD4/CD8 lineage commitment. *Nat. Immunol.* 24, 1579-1590. 10.1038/s41590-023-01584-037580604 PMC10457207

[DEV202853C64] Subramanian, A., Tamayo, P., Mootha, V. K., Mukherjee, S., Ebert, B. L., Gillette, M. A., Paulovich, A., Pomeroy, S. L., Golub, T. R., Lander, E. S. et al. (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc. Natl. Acad. Sci. USA* 102, 15545-15550. 10.1073/pnas.050658010216199517 PMC1239896

[DEV202853C65] Sun, X., Xu, J., Lu, H., Liu, W., Miao, Z., Sui, X., Liu, H., Su, L., Du, W., He, Q. et al. (2013). Directed differentiation of human embryonic stem cells into thymic epithelial progenitor-like cells reconstitutes the thymic microenvironment in vivo. *Cell Stem Cell* 13, 230-236. 10.1016/j.stem.2013.06.01423910085

[DEV202853C66] Wagar, L. E., Salahudeen, A., Constantz, C. M., Wendel, B. S., Lyons, M. M., Mallajosyula, V., Jatt, L. P., Adamska, J. Z., Blum, L. K., Gupta, N. et al. (2021). Modeling human adaptive immune responses with tonsil organoids. *Nat. Med.* 27, 125-135. 10.1038/s41591-020-01145-033432170 PMC7891554

[DEV202853C67] Wong, K., Lister, N. L., Barsanti, M., Lim, J. M. C., Hammett, M. V., Khong, D. M., Siatskas, C., Gray, D. H. D., Boyd, R. L. and Chidgey, A. P. (2014). Multilineage potential and self-renewal define an epithelial progenitor cell population in the adult thymus. *Cell Rep.* 8, 1198-1209. 10.1016/j.celrep.2014.07.02925131206

[DEV202853C68] Zhou, W., Yui, M. A., Williams, B. A., Yun, J., Wold, B. J., Cai, L. and Rothenberg, E. V. (2019). Single-cell analysis reveals regulatory gene expression dynamics leading to lineage commitment in early T cell development. *Cell Syst.* 9, 321-337.e9. 10.1016/j.cels.2019.09.00831629685 PMC6932747

[DEV202853C69] Žuklys, S., Handel, A., Zhanybekova, S., Govani, F., Keller, M., Maio, S., Mayer, C. E., Ying Teh, H., Hafen, K., Gallone, G. et al. (2016). Foxn1 regulates key target genes essential for T cell development in postnatal thymic epithelial cells. *Nat. Immunol.* 17, 1206-1215. 10.1038/ni.353727548434 PMC5033077

How the deposited data were processed for this re-analysis (not part of the article)

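Bulk RNA sequencing data of 8 libraries were analysed, 2 each of *in vivo* TECs sorted from E16.5 thymi, TECs cultured in 2D for 3 days, and organoids at day 3 (D3) and day 7 (D7). The libraries were prepared with the QuantSeq 3′ method and sequenced on a NextSeq 500. The authors aligned the reads to GRCm39 with STAR and deposited a count of reads per Ensembl gene for each library, with no normalization or filter applied. In an Ensembl annotation of GRCm39, 56236 of the genes were matched to symbols and positions, and 687 had no match. The annotation release behind the counts, the strand used in counting and the treatment of reads that map to more than 1 place are not stated in the paper's text. Counts summed to between 5084715 and 7612532 per library. A gene with 3 counts or fewer in a library was taken as at the floor of detection there.

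Values were computed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with pandas 2.3.3, gseapy 1.3.1 and matplotlib 3.10.9. Library sizes were scaled by TMM factors, which were between 0.880 and 1.09. Genes with at least 1 CPM in at least 3 of the 8 libraries were kept, which left 14504 genes. The same thresholds on 6 libraries, with D7 organoids alone, kept 13842 genes, the number in the paper's Table S1. All 6 comparisons between the 4 groups were made with edgeR's quasi-likelihood test in a single model of the 8 libraries, with Benjamini-Hochberg adjustment over the genes and a threshold of 0.05. The authors tested with limma-voom, which was run as an alternative. Distances were Euclidean distances on voom log2 CPM values, clustered with complete linkage as in the paper, and ratios of distances were averaged over library pairs. The procedure was tested on simulated counts with the observed means and dispersions. With no gene changed, 0 genes were called, and of 200 lists of unchanged genes 1.5% had an unadjusted p below 0.05. The fitted log2 fold change was 1.00 times the true one in the median.

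The text names the 14 genes of Fig. 1J. For each comparison it also names the 2 genes with the largest fold change in each direction among those with an adjusted p of at most 0.05, at least 10 CPM in both libraries of the higher group and no overlap between the groups. Members of gene lists are named only as examples of the most abundant, and genes that share sequence or position with a named gene are named as its limit. To find shared sequence, 50-base words from the last 500 bases of each transcript were compared across genes.

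Lists of genes were written down for cell cycle (the S-phase and G2/M-phase genes of Seurat), cortical and medullary TECs, MHC class II, the response to tissue dissociation, the interferon response, contractile and matrix genes, hypoxia and glycolysis, thymocytes, mesenchyme, endothelium, erythroid and myeloid cells, the Y chromosome and X inactivation (*Xist*). Values in Table S1 of most cortical genes, of *Krt5*, *Krt14*, *Cldn4* and *Ccl21a* among the medullary genes, of *Egr1* in the dissociation list, and of *Tpm1*, *Tpm2*, *Cald1*, *Actn1* and *Fn1* in the contractile list had been seen when these lists were written, so results on those lists are not independent evidence. In addition, 6 of the 10 cortical genes and 2 of the 13 medullary genes are in Fig. 1J. The 18 list tests used limma's camera with a preset inter-gene correlation of 0.01. Scores per library came from single-sample gene set enrichment analysis in gseapy. Summed CPM values of the lists were compared without a test.

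The comparisons, the alternatives and the gene lists were chosen before the data were examined, with 3 exceptions. The lists were written with the values of Table S1 named above in view. The tests of explanations in the closing section were set out after the comparisons of groups had first been computed, and those of the ribosomal RNA share, of digestion and sorting and of the interferon response after the result each concerns had been seen. Finally, 3 alternatives were chosen after seeing the data: limma-voom fitted to the 6 libraries with a single day of organoids, leaving out ribosomal RNA genes, and a filter at a mean of 10 CPM combined with 1 minus the Pearson correlation. The other alternatives were DESeq2's size factors, no normalization beyond library size, DESeq2's Wald test, limma-voom, no filter on low counts, a filter at a mean of 10 CPM, 6 libraries with a single day of organoids, a block for replicate number, a limit on the absolute log2 fold change, other distances and linkage, the 1000 most variable genes, DESeq2's variance-stabilized values, camera with an estimated correlation, fry, S-phase or G2/M-phase genes alone, and each library left out in turn. Fits with a library left out were used for values and not for calls. Under the setting of 6 libraries, D7 and D3 organoids were compared in a separate fit of 13084 genes, which held both days. The Foxn1 target genes and the hallmark list of E2F targets were not used here. The copy of Table S1 that was read holds 1997 of 6386 tested genes and 1999 of 13842 genes with voom values, so no overlap of calls with the paper's was counted. Imaging, flow cytometry, single-cell and transplantation experiments were not analysed here.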

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

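The tests of the ribosomal RNA share and of digestion and sorting were chosen only after the results they concern had been seen.

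The paper compares the organoids of a single day with the other groups in Fig. 1J, but the organoid libraries of days 3 and 7 differed. Of the 14 genes of Fig. 1J, 8 were past the threshold between D7 and D3 organoids, all higher at D7. Adjusted over the list alone, the count was 10, and the added genes were lower at D7. These were *Ccl21a* (-1.64, adjusted p = 0.020 from edgeR's test) and *Epcam* (-0.40, adjusted p = 0.017 from edgeR's test). Over all genes tested, 3012 differed, 1575 higher and 1437 lower at D7. Which direction held more genes depended on the processing. With limma-voom, a filter at a mean of 10 CPM or a replicate block, more genes were higher at D7. More were lower with DESeq2's size factors (1462 higher, 1563 lower), no normalization beyond library size (1339, 1541), DESeq2's Wald test (1352, 1493), no filter on low counts (1519, 1711), 6 libraries (1510, 1761) and ribosomal RNA genes left out (1388, 1645). *Foxn1* was higher at D7 by a log2 fold change of 2.97 (adjusted p = 4.5e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, no overlap between the 2 libraries of each day). If other cell types had diluted the epithelial cells at day 3, *Epcam* would be lower at day 3, unless its level per cell also changed. The log2 fold change of *Epcam* for D7 over D3 organoids was -0.40, so it was higher at day 3 (adjusted p = 0.051 from edgeR's test, and 0.0085 to 0.051 over the settings run). *Epcam* also changed with culture (198 CPM *in vivo*, 769 in 2D), so it cannot decide on dilution. Among the summed lists of other cell types, only thymocyte genes were higher at D3 than at D7 (12.6 ± 2.33 against 11.6 ± 5.38 CPM). Mesenchyme genes had 40.2 CPM at D3 and 104 at D7. Those lists gave no sign of dilution at day 3. A difference in library size is argued against by counts thinned to 5084715 per library, with which 9 of the 14 genes and 3008 of all genes were past the threshold. With ribosomal RNA genes left out, the counts were also 9 of 14, and 3033 of all genes. This argues against the lower share of 18S counts at day 3 (17.0% against 22.4%) as the cause. *Epcam* was among these 9 genes and was lower at D7 (-0.46, adjusted p = 0.026 from edgeR's test). A change in the epithelial cells between day 3 and day 7 may account for these differences, as a hypothesis found and examined on the same libraries. The labels give no sequencing batches, so batches were not examined.

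The paper does not report where D3 organoids lie between *in vivo* and 2D-cultured TECs. Their distance ratio was 0.956, with overlapping distances, against 0.850 for D7 organoids. Without a filter on low counts it was 1.06, so the order of the distances from D3 organoids was not settled by these libraries. The difference between the ratios of the 2 days was not tested. No technical explanation of the ratio was tested beyond those weighed above for the genes of Fig. 1J.

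Genes of the response to tissue dissociation, which the paper does not discuss, were higher in *in vivo* TECs than in every culture. Over D7 organoids, the median log2 fold change of the 20 genes was 3.76, and 20 of 20 were higher (adjusted p = 4.4e-20 from limma's camera with Benjamini-Hochberg adjustment over 18 lists). In D7 organoids, 2 of these genes were at the floor, and the median was the same with them at their bound. Over D3 organoids the median was 3.21, with 20 of 20 higher (adjusted p = 4.1e-23 from camera). The summed CPM of the list was 3606 ± 271 *in vivo*, 1559.8 ± 94.0 in 2D, 309 ± 48.4 in D3 and 323 ± 11.1 in D7 organoids (SD, n = 2). The most abundant genes *in vivo* were *Jun* (686 and 666 CPM) and *Egr1* (681 and 648). Digestion and sorting of the fresh cells is a candidate explanation. The list was also higher *in vivo* than in 2D, with a median of 1.72 and 15 of 20 genes (adjusted p = 9.7e-06 from camera), but all *in vivo* libraries were digested and sorted just before lysis and no cultured library was, so this cannot be told apart from a difference between thymus and culture. Immune cells carried through the sort could also bring such transcripts. Thymocyte and myeloid genes together summed to 845 CPM *in vivo*, 25.7% of the gain of 3283 CPM over D7 organoids. Without *in vivo* replicate 1, they summed to 525 CPM, or 17.0% of the gain, and without *in vivo* replicate 2 the share was 33.5%. Since marker lists hold only part of those cells' transcripts, this share leaves the explanation open. A difference between TECs in the thymus and in culture was not tested and stays open.

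Contractile and matrix genes, also outside the genes the paper discusses, were lower in organoids than in 2D. For D7 organoids over 2D-cultured TECs, the median log2 fold change of the 16 genes tested was -4.84, with 0 of 16 higher (adjusted p = 1.7e-18 from camera). For D3 organoids it was -3.59, with 0 of 16 higher (adjusted p = 2.0e-20 from camera) and 1 gene at the floor. The summed CPM of the 18 listed genes was 13994 ± 1102 in 2D, 852 ± 24.7 in D7 organoids, 1085 ± 52.4 in D3 organoids and 1631 ± 85.9 *in vivo* (SD, n = 2). *Fn1* (3103 and 4814 CPM) and *Tpm1* (3454 and 3361) were the most abundant in 2D. Fibroblasts among the cells in 2D would bring their other abundant transcripts. The mesenchyme list summed to 90.8 CPM in 2D, 0.691% of the gain of 13143 CPM, and to 104 CPM in D7 organoids, which argues against fibroblasts. Its most abundant gene in 2D was *Fbn1*, with 43.1 and 60.1 CPM. A response of the epithelial cells to growth on plates may explain the difference, as a hypothesis. D3 organoids and 2D-cultured TECs share the day of culture, so the day alone does not separate them.

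Genes of thymocytes were detected in *in vivo* TECs. Of 20 genes, 15 were higher in both *in vivo* libraries than in every cultured library, where chance gives 3.57% of genes. *Rag1* had 287 and 133 CPM and *Il2ra* 221 and 110.2 CPM in the *in vivo* libraries. The list summed to 837 ± 455 CPM *in vivo* (516 without *in vivo* replicate 1), 20.7 ± 1.99 in 2D, 12.6 ± 2.33 in D3 and 11.6 ± 5.38 in D7 organoids (SD, n = 2). *In vivo* replicates 1 and 2 had 17 and 16 of the 20 genes at more than 3 counts, and cultured libraries had 2 to 9. These values are consistent with thymocytes or their RNA carried through the sort of the fresh cells, which needs their abundant genes in both *in vivo* libraries. Expression of some of these genes by TECs themselves was not tested.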

How the results depend on the processing

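Every alternative listed in the processing summary was run.

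Counts of differentially expressed genes stayed within 1.5 times the main count in every comparison except with the limit on the absolute log2 fold change, which by its construction removes genes. It left 3311 genes between *in vivo* TECs and D7 organoids, 2724 between *in vivo* TECs and D3 organoids and 1688 between D7 and D3 organoids. With no normalization beyond library size, 63.1% of the genes past the threshold between *in vivo* TECs and 2D were higher *in vivo*, and 65.2% and 67.2% of those between D7 or D3 organoids and 2D were higher in organoids, against 52.2%, 53.7% and 50.3% with TMM. The median log2 fold change of all genes was then 0.24, 0.31 and 0.29, against 0.06, 0.10 and 0.03. Replicate numbers are shared between groups. The deviations of replicates from their group means correlated across 9018 genes by 0.0795 to 0.219 over the 6 pairs of groups, and the 3 above 0.1 were those among *in vivo* TECs, 2D-cultured TECs and D7 organoids. As the 3 pairs with D3 organoids were lower, the libraries were not treated as paired, and a shared source of same-numbered libraries stays open. With a block for replicate number, 6366 genes differed between *in vivo* and 2D-cultured TECs, 5452 between *in vivo* TECs and D7 organoids, 6911 between D7 organoids and 2D, 4476 between *in vivo* TECs and D3 organoids, 5919 between D3 organoids and 2D, and 3587 between D7 and D3 organoids. The block changed no call of a list and, among the named genes, the call of *Epcam* for D7 over D3 organoids alone (adjusted p = 0.032 with the block and 0.051 without, from edgeR, in a range of 0.0085 to 0.051 over the settings run).

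The distance ratio of D7 organoids stayed below 1 in every alternative. It was 0.835 with no normalization beyond library size, 0.838 with variance-stabilized values, 0.975 with no filter, 0.819 with a mean of at least 10 CPM, 0.792 with the 1000 most variable genes, 0.834 with 1 minus Pearson, 0.790 with 1 minus Spearman, 0.766 with the filter at 10 CPM and 1 minus Pearson together (chosen after seeing the data) and 0.835 with 6 libraries. It ran from 0.772 (without *in vivo* replicate 1) to 0.900 (without *in vivo* replicate 2) across the 6 fits that each left out one library. The ratio of D3 organoids was 0.939, 0.911, 0.921 and 0.908 with no normalization, variance-stabilized values, a mean of at least 10 CPM and 1 minus Spearman, and 0.907 with 6 libraries. It was reversed, above 1, with no filter (1.06), the 1000 most variable genes (1.0015) and 1 minus Pearson (1.02). With one library left out it ran from 0.889 to 0.979 over 6 fits. The cause was not tested.

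Among the lists, camera with an estimated correlation left the cell cycle list past the threshold in 0 of 3 comparisons: -0.86 for D7 over D3 organoids (adjusted p = 0.052), -0.65 for *in vivo* TECs over D3 organoids (0.11) and 0.22 over D7 organoids (0.50). It also lost the medullary list for *in vivo* TECs over D7 organoids (1.35, 0.10), the dissociation list over 2D (1.72, 0.10) and the interferon list for D3 organoids over 2D (-1.47, 0.10). Under fry the cell cycle list for *in vivo* TECs over D7 organoids was lost (0.22, adjusted p = 0.18), and 4 lists passed the threshold that did not with camera: cortical for D3 organoids over 2D (0.57), medullary for *in vivo* TECs over D3 organoids (1.45) and over 2D (-0.33), and interferon for D7 organoids over 2D (-0.39). An estimated correlation can widen the variance of a list's mean, which may be how the first set was lost, but this was not tested. The fall of the enrichment score from D3 to D7 organoids was -0.337, -0.398 with S-phase genes alone and -0.289 with G2/M-phase genes alone, and -0.366 to -0.308 with one library left out.

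Across the fits that each left out one library, list medians for cell cycle were -1.04 to -0.73 (D7 over D3), -0.80 to -0.52 (*in vivo* over D3) and 0.18 to 0.29 (*in vivo* over D7). Cortical medians were 6.98 to 7.09 (*in vivo* over 2D), 6.56 to 6.79 (over D3), 3.21 to 3.30 (over D7), 3.94 to 5.04 (D7 over 2D, the highest without 2D replicate 1) and 0.53 to 1.04 (D3 over 2D, the highest without D3 replicate 1). Medullary medians were -0.48 to -0.22 (*in vivo* over 2D), 1.1996 to 1.66 (over D3) and 1.30 to 1.46 (over D7). Dissociation medians were 1.45 to 1.98 (*in vivo* over 2D), 2.93 to 3.49 (over D3) and 3.74 to 3.87 (over D7). Interferon medians were -1.76 to -1.39 (D3 over 2D) and -0.47 to -0.093 (D7 over 2D, the highest without 2D replicate 1). Contractile medians were -3.83 to -3.37 (D3 over 2D) and -5.03 to -4.64 (D7 over 2D).

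Of the named genes' values with all libraries kept, 865 kept their direction and side of the threshold, 9 became stronger, 6 weaker and 7 reversed. Of the 9, 8 are *Epcam* for D7 over D3 organoids and 1 is *Cdh1* for *in vivo* TECs over D7 organoids. The reversed values lie next to 0. For *Kitl* in D7 over D3 organoids (0.0047), they were -0.032 with DESeq2's size factors, -0.050 with no normalization, -0.032 with the Wald test, -0.055 with no filter, -0.046 with 6 libraries and -0.055 without ribosomal RNA genes (chosen after seeing the data). For *Ly6a* in *in vivo* TECs over D3 organoids the value was 0.0045 with limma-voom, against -6.6e-05. *Epcam* in D3 organoids over 2D (-0.40, adjusted p = 0.030 from edgeR) was not past the threshold with no filter (-0.37, 0.064) or no normalization (-0.14, 0.46). *Tnfrsf11a* in D7 over D3 organoids (1.89, adjusted p = 0.027 from edgeR) was not with limma-voom (1.86, 0.0997) or 6 libraries (1.85, 0.061), in a range of 0.019 to 0.0997. With one library left out, 368 values stayed within the spread between replicates, 40 moved further and 12 reversed, each of them below the threshold in the full fit. These were *Tnfrsf11a* in D7 over 2D (from -0.15 without 2D replicate 2 to 0.82), *Ly6a* in *in vivo* over D3 (0.0064 without *in vivo* replicate 2, range -0.20 without D3 replicate 1 to 0.19 without D3 replicate 2), *Dll4* in D3 over 2D (-0.25 without 2D replicate 2, range -0.63 without D3 replicate 2 to 4.60 without 2D replicate 1), *Psmb11* in D3 over 2D (-0.098 without D3 replicate 2 to 0.80 without D3 replicate 1) and *Tbata* in D3 over 2D (-0.89 without D3 replicate 1 to 1.25 without D3 replicate 2). Between D7 and D3 organoids they were *Cxcl12* (-0.10 without D7 replicate 1 to 0.052 without D7 replicate 2), *Kitl* (-0.059 without D7 replicate 1, range -0.096 without D3 replicate 2 to 0.073 without D7 replicate 2) and *Cdh1* (-0.014 without D7 replicate 2, range -0.021 without D3 replicate 2 to 0.15 without D7 replicate 1). The cause was not tested. At this depth, *Dll4*, *Psmb11* and *Tbata* had 7 counts or fewer in every D3 and 2D library, so a modest difference between those groups could not be detected.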

Differences from the paper's values

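For 3 of 39 log2 fold changes that Table S1 gives for genes named in the text, the value differed from the paper's by more than the spread between replicates. The log2 fold change of *Psmb11* for *in vivo* over 2D-cultured TECs was 9.88 against the paper's 9.67. Of the alternatives set before the data were examined, limma-voom closed the gap (9.71). DESeq2's size factors (9.86), no normalization beyond library size (10.06), DESeq2's Wald test (9.91), no filter (9.82), 6 libraries (9.84) and a replicate block (9.88) did not. For D7 organoids over 2D-cultured TECs, it was 7.58 against the paper's 7.36. Of the alternatives set before the data were examined, limma-voom closed this gap (7.41), and size factors (7.54), no normalization (7.78), the Wald test (7.59), no filter (7.55), 6 libraries (7.54) and the block (7.58) did not. *Prss16* for *in vivo* over 2D-cultured TECs was 7.46 against the paper's 7.40. Here size factors (7.43), limma-voom (7.45), the Wald test (7.44), no filter (7.39) and 6 libraries (7.41), all set before the data were examined, closed the gap, and no normalization (7.64) and the block (7.46) did not. Limma-voom fitted to 6 libraries, chosen after seeing the values, gave 9.67, 7.36 and 7.40, and its largest difference from Table S1 over the genes read was 4.91e-05. Limma-voom is the test the paper's methods name. Leaving out ribosomal RNA genes, also chosen after seeing the values, gave 9.90, 7.55 and 7.48 and did not close the gaps. *Psmb11* was at the floor in 2D, so its fitted fold changes against 2D may depend on the prior count of each tool, which was not varied.

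The paper states that *Il7* was maintained in culture. *Il7* was lower in each culture than *in vivo*, with log2 fold changes for *in vivo* TECs of 0.98 over D7 organoids, 1.70 over D3 organoids and 2.34 over 2D-cultured TECs. The paper states that *Cdh1* was slightly higher in culture in general. *Cdh1* was higher in 2D, and its difference from D7 organoids (-0.30) and D3 organoids (-0.24) was not past the threshold with edgeR, adjusted over all genes. Adjusted over the 14 genes of Fig. 1J alone, it was past the threshold for D7 organoids (adjusted p = 0.048 from edgeR) but not for D3 organoids (0.12). With limma-voom on 6 libraries, chosen after seeing the values, the difference from D7 organoids was past the threshold (adjusted p = 0.045, in a range of 0.045 to 0.16 over the settings run).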

Other observations

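The test of an interferon response was chosen only after the result it concerns had been seen.

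The changes from *in vivo* TECs to organoids and to 2D-cultured TECs went together across genes. Pearson's r across the 14504 genes tested, which are not independent replicates, was 0.416 between the log2 fold changes to D7 organoids and to 2D, and 62.0% of genes had the same sign. With D3 organoids, r was 0.529 and 64.5% had the same sign. Since both comparisons share the *in vivo* libraries, some correlation arises from their noise. In 20 draws simulated with no shared change, r was 0.0205 to 0.0827 for D7 and 0.0154 to 0.0744 for D3 organoids, and at most 51.8% and 51.4% of genes had the same sign. The cultures were drawn around the mean of the same *in vivo* libraries, so the draws left out the noise of that mean. They therefore cannot tell whether the shared libraries alone give the observed values. A common response of TECs to leaving the thymus may contribute. So may digestion of the fresh cells, which stays open for the dissociation list (a median of 1.72 over 2D).

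*Ccl21a* was higher in 2D than in D7 organoids. Reads shared with the other *Ccl21* copies could distort that value. The log2 ratio of counts summed over the copies was -8.63, but *Ccl21b*, *Ccl21d*, *Ccl21e* and *Ccl21f* had 0 counts in every library, so the sum holds *Ccl21a* alone and decides nothing. Whether reads that map to several copies were dropped before counting is not known from these counts. For *Ly6a*, the same sum with the *Ly6* genes that share its sequence gave a log2 ratio of -4.04 for D7 organoids over 2D, with no overlap between libraries, which argues against a shift of reads between these genes. A general interferon response in 2D could raise *Ly6a*. The interferon list had a median of -0.39 for D7 organoids over 2D, with 11 of 17 genes lower (adjusted p = 0.42 from limma's camera, 0.0070 from fry), and -0.093 without 2D replicate 1. Members that went both ways leave this open. For D3 organoids over 2D, the median was -1.47 (-1.30 with genes at the floor set to their bound), with 15 of 17 lower (adjusted p = 0.028 from camera). Outside that comparison, the list summed to 925 ± 28.9 CPM *in vivo*, where *Ly6a* was low, and to 238 ± 5.24 in 2D, 167 ± 13.6 in D7 and 93.7 ± 3.44 in D3 organoids (SD, n = 2).

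Erythroid genes summed to 9.65 ± 3.31 CPM *in vivo*, 0 in 2D, 0.0699 ± 0.0989 in D3 and 1.71 ± 0.661 in D7 organoids (SD, n = 2). Of 9 genes, 2 were higher in both *in vivo* libraries than in every cultured library (3.57% of genes by chance), the more abundant being *Hbb-bs* with 5.40 and 6.77 CPM. Red blood cells or their RNA may have been carried through the sort, but the counts are too few to decide.

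Cortical TEC genes were higher *in vivo* than in each culture. The median log2 fold change of 10 genes was 3.29 over D7 organoids (9 of 10 higher, adjusted p = 2.0e-15 from camera), 6.74 over D3 organoids (9 of 10, adjusted p = 4.5e-15) and 7.04 over 2D (10 of 10, adjusted p = 7.2e-14). For D7 organoids over 2D it was 4.10 (9 of 10, adjusted p = 2.6e-05 from camera), or 3.89 with the 4 genes at the floor in 2D set to their bounds. It was 5.04 without 2D replicate 1. For D3 organoids over 2D it was 0.57, or 0.07 with bounds (7 of 10, adjusted p = 0.22 from camera, 3.1e-04 from fry), 0.93 without 2D replicate 1 and 1.04 without D3 replicate 1. Sums over the list, which follow its most abundant genes, differed less between cultures. They were 9066 ± 166 CPM *in vivo*, 1382 ± 65.0 in D7 organoids, 649 ± 5.73 in D3 organoids and 737 ± 70.5 in 2D (SD, n = 2), so that the sum was lower in D3 organoids than in 2D where the median was higher. *Ctsl* made up most of the sum in 2D, with 715 and 613 CPM, against 295 and 232 in D7 organoids and 125 and 129.9 in D3 organoids. Of 13 medullary genes, 10 were tested. Their median was 1.35 over D7 organoids (7 of 10 higher *in vivo*, adjusted p = 0.024 from camera), 1.45 over D3 organoids (7 of 10, adjusted p = 0.087 from camera, 0.0025 from fry) and -0.33 for *in vivo* over 2D-cultured TECs (5 of 10, adjusted p = 0.11 from camera, 3.8e-05 from fry). The last was -0.48 without *in vivo* replicate 2 and -0.22 without *in vivo* replicate 1. The 13 genes summed to 575 ± 20.7 CPM *in vivo*, 299 ± 0.734 in D7 organoids, 444 ± 71.8 in D3 organoids and 3341 ± 97.02 in 2D (SD, n = 2), a larger difference between *in vivo* TECs and 2D than the median gives. *Cldn4* was the most abundant in 2D, with 1102 and 1205 CPM.

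Other lists were summed without a test (SD, n = 2 in each group). MHC class II genes had 1820.2 ± 8.15 CPM *in vivo*, 335 ± 41.6 in D7 organoids, 98.4 ± 5.34 in D3 organoids and 49.8 ± 3.17 in 2D. Hypoxia and glycolysis genes had 806 ± 70.7 CPM *in vivo*, 505 ± 12.8 in D7 organoids, 619 ± 38.7 in D3 organoids and 2069 ± 337 in 2D. Mesenchyme genes had 59.5 ± 2.98 CPM *in vivo* and 40.2 ± 5.49 in D3 organoids. Endothelial genes had 7.67 ± 3.71 CPM *in vivo* (5.05 without *in vivo* replicate 2), 13.0 ± 0.449 in 2D, 2.03 ± 1.68 in D3 (0.845 without D3 replicate 2) and 2.44 ± 0.466 in D7 organoids. Myeloid genes had 7.73 ± 1.83 CPM *in vivo*, 3.79 ± 3.04 in 2D (1.64 without 2D replicate 2), 0.632 ± 0.301 in D3 (0.419 without D3 replicate 1) and 12.3 ± 0.331 in D7 organoids. *Xist* and genes of the Y chromosome were present in every library, with group means of 166 to 267 CPM and 69.5 to 92.3 CPM. D3 organoids had 194 ± 92.0 CPM of *Xist*, and 129 without replicate 2.

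The genes with the largest fitted fold changes in each comparison were mostly at the floor in the lower group. They were ranked by the fitted value, so the bounds given here need not follow the same order. *Kremen2* and *Trpm2* were at least 133-fold and 114-fold higher *in vivo* than in 2D, and *Ppbp* and *Ankrd1* at least 1353-fold and 510.2-fold lower. *AA467197* and *Fosb* were at least 56.3-fold and 208-fold higher *in vivo* than in D7 organoids, and *Cntn2* and *Dmp1* at least 82.1-fold and 73.3-fold lower. *Scgb3a1* and *Ush1c* were at least 499.6-fold and 77.6-fold higher in D7 organoids than in 2D, and *Atg9b* and *Tll1* at least 42.6-fold and 42.3-fold lower. *Scgb3a1* had 125 and 431 CPM in D7 organoids, and its bound was 774-fold without D7 replicate 1 and 225-fold without D7 replicate 2. *Myh11* and *S100a2* were at least 156-fold and 80.4-fold higher *in vivo* than in D3 organoids, and *Dmp1* and *Cntn2* at least 151.5-fold and 117-fold lower. *Atp6v1b1* and *Hs3st3a1* were at least 104-fold and 52.4-fold higher in D3 organoids than in 2D, and *Tagln* and *Pappa* at least 119-fold and 60.9-fold lower. Between D7 and D3 organoids, *Psmb11* (log2 fold change 7.13) and *Tbata* (6.93) were highest at D7, and *Mest* (-6.05) and *Spp1* (-5.85) were lowest. *Tbata* was 8.26 without D3 replicate 1 and 6.08 without D3 replicate 2, and *Mest*, with 14 and 1 counts in D7 organoids, was -8.43 without D7 replicate 1 and -5.42 without D7 replicate 2.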
